# Transcriptomic neuron types vary topographically in function and morphology

**DOI:** 10.1038/s41586-024-08518-2

**Published:** 2025-02-12

**Authors:** Inbal Shainer, Johannes M. Kappel, Eva Laurell, Joseph C. Donovan, Martin W. Schneider, Enrico Kuehn, Irene Arnold-Ammer, Manuel Stemmer, Johannes Larsch, Herwig Baier

**Keywords:** Neural circuits, Sensorimotor processing

## Abstract

Neuronal phenotypic traits such as morphology, connectivity and function are dictated, to a large extent, by a specific combination of differentially expressed genes. Clusters of neurons in transcriptomic space correspond to distinct cell types and in some cases—for example, *Caenorhabditis elegans* neurons^1^ and retinal ganglion cells^2–4^—have been shown to share morphology and function. The zebrafish optic tectum is composed of a spatial array of neurons that transforms visual inputs into motor outputs. Although the visuotopic map is continuous, subregions of the tectum are functionally specialized^5,6^. Here, to uncover the cell-type architecture of the tectum, we transcriptionally profiled its neurons, revealing more than 60 cell types that are organized in distinct anatomical layers. We measured the visual responses of thousands of tectal neurons by two-photon calcium imaging and matched them with their transcriptional profiles. Furthermore, we characterized the morphologies of transcriptionally identified neurons using specific transgenic lines. Notably, we found that neurons that are transcriptionally similar can diverge in shape, connectivity and visual responses. Incorporating the spatial coordinates of neurons within the tectal volume revealed functionally and morphologically defined anatomical subclusters within individual transcriptomic clusters. Our findings demonstrate that extrinsic, position-dependent factors expand the phenotypic repertoire of genetically similar neurons.

## Abstract (web summary)

Transcriptomic profiling of neurons from the zebrafish optic tectum identified more than 60 cell types; functional imaging revealed that response tuning, morphology and connectivity of specific cell types vary systematically with the neurons’ positions in the tissue.

## Main

Neurons can be grouped into classes, types, and subtypes according to the combination of genes that they express^7–9^. The cell-type-specific transcriptome (t-type) is believed to encode the genetic instructions for a neuron’s differentiation trajectory during development and thus its morphology (m-type), connectivity and function (f-type). For example, each of the 118 anatomically distinct neuron types in the roundworm *C. elegans* expresses a unique, sparse combination of transcription factors, which regulate downstream genes, thus shaping the neuron’s phenotype and contribution to network function^1,10^. In *Drosophila*, distinct sets of differentially expressed genes are associated with specific axonal or dendritic wiring^11^. Similarly, in the mouse visual cortex, morpho-electric properties measured in tissue slices were found to be relatively homogeneous within individual t-types^12,13^. However, the dogmatic view whereby t-type, m-type and f-type are equivalent is problematic, as functional responses and dendritic or axonal arbor elaborations are often shaped by modulatory influences and plasticity mechanisms^14,15^. For instance, GABAergic (γ-aminobutyric acid-expressing) interneurons in the visual cortex were found to exhibit tuning properties that were dependent on behavioural state rather than t-type^16^. Moreover, mouse cortical neurons of the same t-type may vary strongly in their functional tuning^17^, as well as in their m-type, exhibiting divergent long range projections and local connectivity^18^. It is therefore essential to determine the extrinsic factors that influence the expression of a neuron’s phenotype and how these interact with the transcriptome.

Here we provide evidence that the interplay of transcriptome, development and topography shapes neuronal phenotypes. The zebrafish optic tectum (OT) receives topographically organized input from retinal ganglion cells (RGCs) along the anterior–posterior and dorsal–ventral axes^19,20^. In its superficial-to-deep (SD) dimension, orthogonal to the retinotopic axes, the OT contains a neuropil layer in which RGC axons form synapses with the dendrites of tectal neurons, and a cell body layer, the stratum periventriculare (SPV). Cellular birthdating studies have shown that newborn neurons are initially added radially to the OT from the periventricular zone and later to the posterior margins^21,22^, with older neurons being gradually displaced into the SPV as they mature and extend neurites into the neuropil^23,24^. Extrinsic factors, including morphogens, chemotropic and cell-surface factors, vary in concentration and availability over the course of development and along all three axes of the OT^25^. We provide evidence here that such cues might affect the phenotype of OT neurons in a location-dependent manner.

## Tectal cell types are molecularly diverse

To characterize the t-type composition of the zebrafish OT, we performed droplet-based single-cell RNA sequencing (scRNA-seq; Extended Data Fig. 1 and Methods) of the OT of larvae at 6–7 days post fertilization (dpf). 

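Cells of dissected tecta were captured in droplets with the 10x Chromium 3′ chemistry, in which each captured RNA molecule receives a unique molecular identifier (UMI), so that copies of a molecule made during amplification are counted once. The authors aligned the reads to the GRCz11 genome and counted UMIs with CellRanger. They deposited the filtered matrix of raw UMI counts per gene and cell barcode, before the filters on cells and genes described in Methods. The matrices covered 11 batches on 12 droplet lanes, because batch 11 was loaded on 2 lanes, whose counts were summed. Technical replicas of batches 5, 6 and 8 and the additional sequencing of batches 10 and 12 had already been combined into a single matrix per batch. The sample labels number the batches 1 to 8 and 10 to 12, and these numbers are used here. Larvae at 6 dpf gave 4 batches (5, 6, 7 and 10) and larvae at 7 dpf gave the other 7. For batch 8, a single line of its labels states 6 dpf and the others state 7 dpf, and it was taken as 7 dpf. Batches 1 to 8 were sequenced on the HiSeq instrument. The 3 batches labelled 10 to 12 were taken, by elimination, as those sequenced on the NovaSeq instrument.
The matrices held 87881 cell barcodes and 287221630 UMIs. A batch held from 5551298 to 88294858 UMIs at 6 dpf, with a median of 16447106, and from 5073733 to 51995462 at 7 dpf, with a median of 11181518. The median number of UMIs per barcode was 1795 ± 632 (SD, n = 11 batches), lowest in batch 10 with 921 and highest in batch 12 with 2789. Cells of a batch share a dissection and a library, so the batch and not the cell was taken as the replicate. From the counts, the filters, the removal of doublets, the correction for batch and the clustering were carried out again with the parameters stated in Methods. DoubletFinder and Harmony were rewritten from their published algorithms, so the number and the borders of the clusters can differ from those of Fig. 1. Choices that could change the values include the limits on genes and UMIs per cell and the share of cells removed as doublets. The correction for batch, the number of principal components and the resolution of the clustering are others.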

We sequenced 45,766 cells, which corresponds to more than 7× coverage of cells in a single tectal hemisphere^5^ (approximately 6,000 neurons), and grouped them according to their transcriptomes into 25 major clusters (Fig. 1a and Extended Data Fig. 1). 

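Of all barcodes, 51769 passed the filters on genes, UMIs, mitochondrial share and neighbouring tissues. Removing 5940 of them as doublets left 45829 cells. The batches contributed between 691 cells (batch 2) and 12574 cells (batch 10), so that batch 10 made up 27.4% of the dataset. The 4 batches at 6 dpf gave 18094 cells, with a median of 2196.5 per batch, and the 7 batches at 7 dpf gave 27735 cells, with a median of 2134. Among the alternative filters, a minimum of 800 genes moved the number of cells most and left 36606. Clustering of the 45829 cells gave 22 clusters, each of which held cells of all 11 batches. The largest share of a cluster that came from a single batch ranged from 18.3% to 51.7%. The number of clusters was 18 at the lower resolutions and 24 without correction for batch or with 40 principal components.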

On the basis of differentially expressed, cluster-specific genes (Extended Data Figs. 2 and 3 and Supplementary Table 1), we identified 3 clusters of progenitor cells, 1 cluster of radial glia, 14 clusters of neurons and 6 additional non-neuronal populations (Extended Data Figs. 2 and 3).

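Clusters were named from 92 marker genes of cell classes. A cluster took the name of a non-neuronal class when at least 3 of the class's markers reached 2 times their level in all other cells and at least 1 of them was among its 10 leading genes. A cluster with no such class was named neuron-like when at least 5 of 8 neuronal markers reached 0.5 times their level in other cells. The markers were fixed in advance, but these limits were set after the marker levels of the rebuilt clusters had been seen, when it was known that they give 14 neuron-like clusters. By this rule 14 clusters were neuron-like, 3 were progenitor-like and 1 was radial glia-like. The other 4 were an endothelium-like cluster of 299 cells (leading genes *fabp11a*, *krt18a.1*, *icn* and *krt8*), an oligodendrocyte lineage-like cluster of 531 cells (*olig2*, *sox10*), a microglia-like cluster of 181 cells (*apoc1*, *ccl34b.1*) and an erythrocyte-like cluster of 118 cells (*hbbe1.1*, *hbae3*). The endothelium markers used for naming included the keratin genes *krt18a.1* and *krt8*, and *icn* was a marker of epidermis. An endothelial identity of this cluster is therefore not established.
The 3 progenitor-like clusters held 3238, 1258 and 904 cells and were led by *her12*, *rrm2* and *mki67*, by *fgfr1b* and *gas1a*, and by *neurod4* and *dlb*, respectively. The radial glia-like cluster held 1322 cells and was led by *cx43* and *fgfbp3*. As a share of the cells of a batch, neuron-like cells made up 75.5 ± 15.5% (SD, n = 11 batches), from 44.6% to 95.1%. Progenitor-like cells made up 16.3 ± 12.0%, with a range from 2.59% to 43.2%, and radial glia-like cells 3.33 ± 3.32%, with a range from 0.357% to 10.2%. Oligodendrocyte lineage-like cells made up 2.96 ± 3.16%, endothelium-like cells 1.1 ± 1.30%, microglia-like cells 0.667 ± 0.898% and erythrocyte-like cells 0.233 ± 0.111%. For most of the non-neuronal classes, the spread between batches was about as large as the mean itself.

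**Figure D1:**
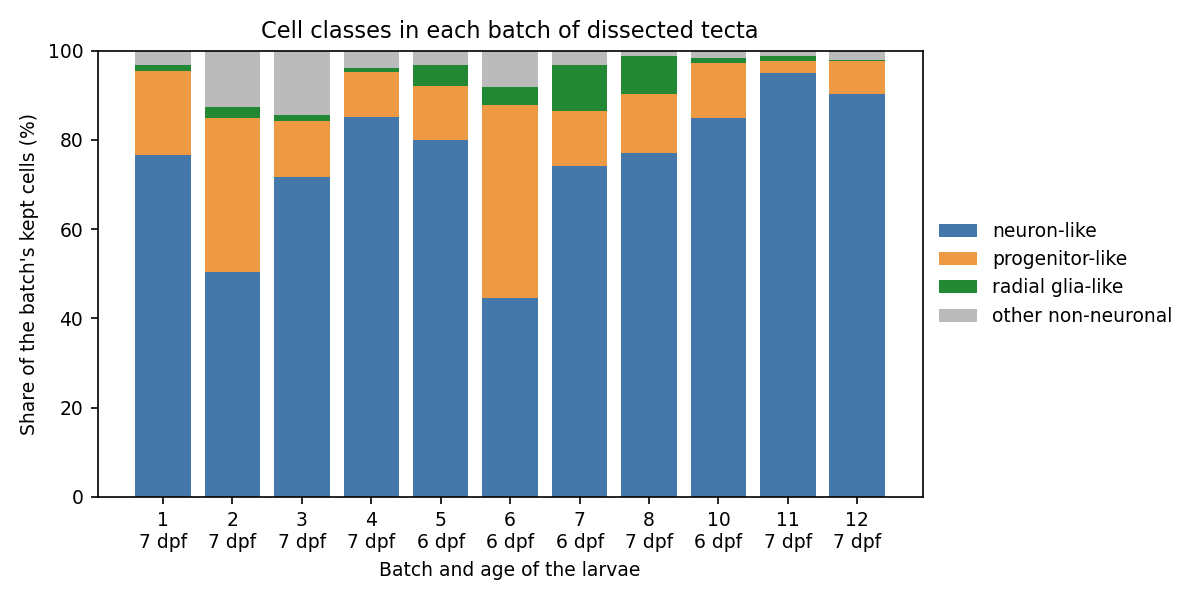
Share of each batch's kept cells (vertical axis, percent) in neuron-like, progenitor-like, radial glia-like and other non-neuronal clusters, for the 11 batches on the horizontal axis with the age of the larvae in dpf. Neuron-like cells range from 44.6% in batch 6 to 95.1% in batch 11.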

**Fig. 1:**
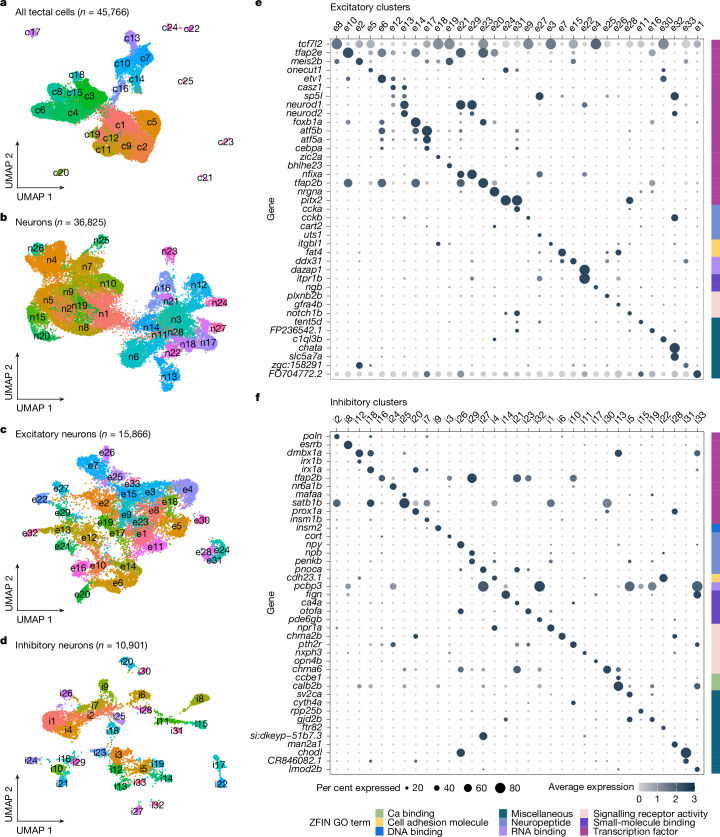
scRNA-seq of the OT reveals a multitude of neuronal types. **a**, Sequenced tectal cells clustered according to similarity of gene expression; 25 distinct clusters were identified. Each dot represents a single cell, colour coded according to cluster identity. **b**, Postmitotic neurons (clusters expressing *elavl3*) were subsetted and reclustered to further identify the various types of excitatory and inhibitory neurons. **c**, Excitatory neurons reclustered according to similarity of gene expression. **d**, Inhibitory neurons reclustered according to similarity of gene expression. **e**, Dot plot of the highly differentially expressed genes for each of the excitatory cell types (clusters e1–e33). Differentially expressed genes were grouped according to their molecular function and annotated according to ZFIN Gene Ontology terminology^58^. **f**, Dot plot of the highly differentially expressed genes for each of the inhibitory cell types (clusters: i1–i33).

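The 14 neuron-like clusters held 37978 cells, with a median of 1961 UMIs per cell. Over the alternative settings their number lay between 27120, with batch 10 left out, and 42075, without removal of doublets. At least 1 UMI of *elavl3* was found in 84.0% of these cells (80.3 ± 7.31%, SD, n = 11 batches). In the microglia-like and erythrocyte-like cells, which should not express it and have a median of 2103 UMIs, the share was 49.2%. It was 39.3% in radial glia-like, 46.5% in endothelium-like, 67.4% in oligodendrocyte lineage-like and 61.1% in progenitor-like cells. Of the 3 progenitor-like clusters, 1 with 904 cells, led by *neurod4*, had a share of 96.8%, above that of each neuron-like cluster, at a median of 2713 UMIs. After thinning to 1000 UMIs per cell, *elavl3* was found in 70.8% of neuron-like cells, in 34.3% of microglia-like and erythrocyte-like cells, in 41.8% of oligodendrocyte lineage-like cells and in 85.4% of the cells of this progenitor-like cluster, against 82.7% in the highest neuron-like cluster. The thinning left out 4063 neuron-like cells and 31 of the 299 others with fewer UMIs.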

The postmitotic neurons (36,825 cells expressing *elavl3*) were reclustered (Fig. 1b and Extended Data Figs. 2–4). Poorly annotated clusters were removed (Extended Data Fig. 5), and the remaining clusters were separated into excitatory (*gad1b*^−^, *slc17a6a*^+^ and *slc17a6b*^+^) and inhibitory (*gad1b*^+^, *slc17a6a*^−^ and *slc17a6b*^−^) neurons (Fig. 2c,d and Extended Data Figs. 3c and 4). This resulted in 33 excitatory t-types (clusters: e1–e33; total number of cells = 15,866) and 33 inhibitory t-types (clusters: i1–i33; total number of cells = 10,901). 

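Reclustering of the neuron-like cells gave 27 clusters. A cluster was assigned to the excitatory arm when its share of cells with a UMI of *slc17a6a* or *slc17a6b* was at least 2 times its share with a UMI of *gad1b*, to the inhibitory arm in the opposite case, and otherwise to neither. By this rule, 12 clusters with 19067 cells were excitatory and 13 clusters with 14953 cells were inhibitory. The remaining 2 clusters held 3958 cells, or 10.4% of the neuron-like cells. The larger of them (3239 cells) contained 23.0% of cells with *slc17a6a* or *slc17a6b* and 15.3% with *gad1b*, the smaller (719 cells) 47.0% and 23.6%. The number of cells in neither arm depended strongly on the processing. It ranged from 366 with 40 principal components to 8584 with a ratio of 3 between the shares.
Whether the 2 classes of transmitter genes exclude each other was also tested without clusters. In each batch, the number of neuron-like cells with a UMI of both genes was compared with the number expected from the shares of both genes within 5 strata of UMIs per cell, and the standardized differences were tested across the 11 batches by an exact two-sided sign-flip test. *gad1b* and *slc17a6a* were found together in 867 cells against 1750 expected, a ratio of 0.495 that ranged from 0 to 0.852 between batches. *gad1b* and *slc17a6b* were found together in 1469 cells against 2521 expected, a ratio of 0.583 with a range from 0.327 to 0.946. Both pairs were below expectation in 11 of 11 batches (p = 0.000977 for each, which is the smallest value that 11 batches allow, and the same after Benjamini-Hochberg adjustment over both pairs). Requiring at least 2 UMIs of each gene moved the ratios most, to 0.111 and 0.206. The doublet scores were compared in the 10 batches with enough cells. Before the removal of doublets, neurons with both kinds of gene had a score 0.0315 ± 0.0308 higher than neurons with one kind at like depth (SD, n = 10, exact sign-flip test, p = 0.0137), and 9 of the 10 batches showed this direction. Among the kept neurons the difference was -0.000906 ± 0.00963 (SD, n = 10, exact sign-flip test, p = 0.771), with a higher score in 4 of 10 batches. This second comparison was chosen after the results were seen. The removal takes the cells with the highest scores, so it cannot decide whether doublets remain among the kept neurons.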

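After the cells with transcripts of the opposite transmitter class were left out, 16626 excitatory and 13354 inhibitory cells remained, which made up 36.5 ± 7.96% and 23.5 ± 10.5% of the cells of a batch (SD, n = 11 batches). Reclustering gave 25 excitatory and 33 inhibitory clusters. The excitatory clusters held from 154 to 1284 cells with a median of 719, and the inhibitory clusters from 107 to 1395 with a median of 343. All 11 batches were present in 24 of the 25 excitatory and in 16 of the 33 inhibitory clusters. One excitatory cluster of 1000 cells took 50.2% of its cells from batch 10, the only cluster of either arm with more than 50% from a single batch. Over the alternative settings, the number of excitatory clusters lay between 23 at a resolution of 1.0 and 35 with 40 principal components. The number of inhibitory clusters lay between 30 and 38.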

For 20 neuronal types, we identified individual differentially expressed genes that serve as mutually exclusive markers; for the remaining types, sparse combinations of differentially expressed genes sufficed for an unambiguous definition (Fig. 1e,f and Supplementary Table 1). 

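Single genes were counted over the 54 rebuilt clusters that could be matched to a t-type of Supplementary Table 1. A gene was taken as specific to a cluster when it was listed for the matched t-type, was found in at least 10% of the cluster's cells, and reached 0.5 times its highest level in no other cluster of either arm. At least 1 such gene was found for 10 of 21 excitatory and 28 of 33 inhibitory clusters, which together stand for 37 t-types. With the stricter requirement that no other cluster reaches 0.25 times the highest level, 4 excitatory and 20 inhibitory clusters had such a gene. This count was added after the clusters had been seen.
The genes listed first for the t-types in Supplementary Table 1 were also tested in pairs, within each arm, by the number of cells that express both. Of the 406 excitatory pairs, 88 were found together in fewer cells than expected and 47 in more (exact sign-flip test over 11 batches, Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 these were 127 and 59 pairs, and the median ratio of observed to expected cells was 0.906. In a simulation of 406 pairs in 37978 cells, 38 of the 392 pairs without a built-in association also had an unadjusted p under 0.05. Of the 496 inhibitory pairs, 67 were below and 23 above expectation, with 137 and 48 at an unadjusted p under 0.05 and a median ratio of 0.894. Without batch 10, no inhibitory pair passed the adjustment, while 118 pairs lay below and 38 above at an unadjusted p under 0.05, with a median ratio of 0.888. With 10 batches, the smallest p the test can give is 0.00195, which limits what can pass. The study chose these genes on the same libraries, so the counts are not independent evidence. The paper identifies the clusters of both arms as t-types from their differentially expressed genes, and it states that single genes mark part of them and that combinations of a few genes define the others.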

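The 25 excitatory and 33 inhibitory clusters add up to 58. Each was compared with the t-types of its arm through the 30 genes that Supplementary Table 1 lists for each t-type, and it was matched to the t-type that shared most genes with its own 30 leading genes, if they shared at least 5. Of the 500 lists of 30 random genes drawn for each arm, 0 reached 5 shared genes. Random lists cannot test whether a cluster is confused with a similar t-type. In part of the clusters a second t-type also shared at least 5 genes. The cluster matched to e13 with 17 shared genes, for example, shared 13 with e32, so a match does not establish identity. Of the excitatory clusters, 21 were matched, to 19 of the 33 excitatory t-types, with a median over the 25 clusters of 13 shared genes. All inhibitory clusters were matched, to 31 of the 33 inhibitory t-types, with a median of 20 shared genes. Across the alternative settings the total number of clusters lay between 54 and 73, and the number of matched t-types between 18 and 26 in the excitatory arm and between 28 and 32 in the inhibitory arm.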

Overall, we identified 66 neuronal t-types in the larval zebrafish OT (Extended Data Fig. 5). The composition of cell types and marker genes that we identified differed from a recent study that characterized the zebrafish OT^26^. In that study, fluorescence-activated cell sorting of tectal neurons from a specific enhancer trap line was used before the scRNA-seq, which biased the data towards the fraction of cells labelled by that line^26^. This most probably resulted in an incomplete coverage of the OT cell types and the observed higher proportion of immature neuronal populations. Our approach was designed to encompass all tectal cells, which allowed us to identify a richer repertoire of neuronal and non-neuronal populations.

**Fig. 2:**
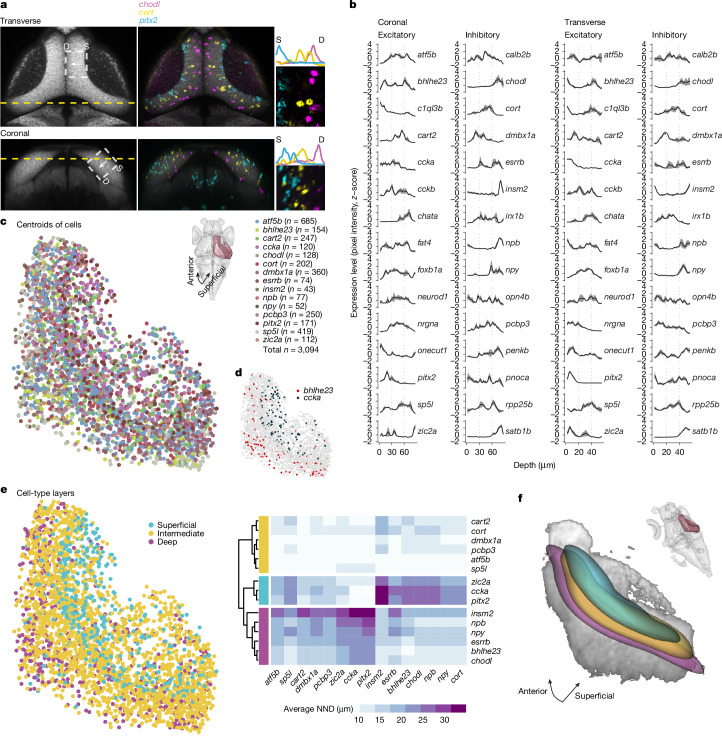
Cell bodies of transcriptomic clusters form anatomical layers in the SPV orthogonal to the retinotopic map. **a**, Multiplexed in situ HCR of selected marker genes were registered to the standard brain atlas at mapzebrain.org. We measured expression level by examining the pixel intensity profile of each gene in the same transverse (top, projection of planes z289–z291) and coronal (left, projection of planes x463–x465) section. Left, the area in which pixel intensity is measured is indicated with a white dashed rectangle and confined to the SPV (S, superficial; D, deep). Middle and right, expression pattern example in a single fish. **b**, The *z*-scored pixel intensity of selected inhibitory and excitatory marker genes. The black line represents the average (*n* = 3 fish, simple moving average with window size = 3); the grey shaded region represents the s.e.m. **c**, Bottom left, centroids of cells expressing selected t-type markers located within the SPV. Top right, dorsal view with the right hemisphere SPV highlighted in burgundy, representing the labelled area of the centroids in the tectal coordinate system. **d**, The labelled centroids of cells expressing *bhlhe23* and *ccka*, demonstrating the segregation of these cells along the tectum in 3D. **e**, The distance from each cell of a given t-type to its nearest neighbour (NND) of all other t-types was measured in 3D. Hierarchical clustering of the average NND for each t-type revealed three molecular layers in the SPV. **f**, Bottom left, 3D visualization of thresholded gaussian kernel densities for the three molecular layers from **e**. Top right, the viewing angle relative to the whole brain.

## t-types are arrayed topographically

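How many clusters express a marker was measured for the 26 genes named for the labelling of t-types and for the 58 genes listed first for the t-types in Supplementary Table 1. The level of a gene in a cluster was its UMIs per 10000 UMIs of a cell, averaged over the batches with at least 20 cells in the cluster. Of the 26 named genes, 13 reached 0.5 times their highest level in the highest cluster only and 12 in 2 or 3 clusters. The remaining gene, *FAT4*, reached that level in 4 clusters. Of the genes listed first, 21 reached that level in a single cluster, 23 in 2 or 3 clusters and 14 in more than 3. The limit of 0.25 times the highest level moved these numbers most, with 10 named genes and 12 genes listed first in a single cluster. Leaving the named genes out of the variable features used for clustering gave 16 named genes with a single cluster. Marker genes take part in the clustering, so no test was applied.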

To test whether t-types are spatially organized relative to the three axes of the OT volume, we selected differentially expressed genes that were expressed in a single or a small number of clusters (Fig. 1) and examined their spatial expression patterns using multiplexed RNA in situ hybridization chain reaction (HCR). We coregistered the HCR patterns within the standard coordinates of the mapzebrain atlas^27,28^ (https://mapzebrain.org) and measured their expression levels at the same transverse and coronal sections (Fig. 2 and Extended Data Figs. 6 and 7).

We found that genetically identified neurons are enriched in specific domains along the SD axis. Most prominently, GABAergic and glutamatergic neurons largely populate the deepest and most superficial layer of the SPV, respectively, with cholinergic neurons sandwiched between them (Extended Data Fig. 6). Individual excitatory and inhibitory t-types generally follow this rule, but can also break it. For example, the excitatory marker *bhlhe23* is expressed in deep SPV neurons, where it is surrounded by inhibitory *insm2*, *chodl*, *npb* and *npy* neurons (Fig. 2 and Extended Data Figs. 6 and 7). The excitatory markers *ccka*, *onecut1*, *pitx2* and *zic2*a are restricted to superficially located neurons in the SPV (Fig. 2 and Extended Data Figs. 6 and 7), whereas *cort*, *cckb*, and *irx1b* are expressed by neurons in the middle of the SPV (Fig. 2 and Extended Data Fig. 7). Some t-types are present in all SPV regions, namely those expressing *atf5b* and *sp5l*, whereas the inhibitory markers *esrrb* and *rpp25b* show a two-layer expression pattern (Fig. 2). We rarely found neurons expressing the same marker directly adjacent to each other (Fig. 2 and Extended Data Figs. 5 and 6), suggesting that neurons of the same type form a mosaic in the SPV, similar to individual RGC types in the retina.

To obtain a holistic picture of OT cell-type architecture, we manually labelled the neurons’ centroid positions (Fig. 2c,d), and measured the nearest neighbour distances (NNDs) in 3D, between each centroid in a given t-type to its nearest neighbours of all other t-types. We then performed hierarchical clustering on the mean NND vector for each t-type (Fig. 2e). The spatial organization of the clustered NND vectors divided the SPV into three distinct layers: superficial, intermediate and deep (Fig. 2e,f), illustrating locally neighbouring t-types. This organization disappeared with shuffled labels (Extended Data Fig. 8). Given that the superficial cells of the SPV are born before the deep cells^22^, this finding suggests that similar to the retina^29^, cell classes and cell types develop in a predetermined order, with excitatory t-types generally preceding inhibitory t-types (Fig. 2 and Extended Data Fig. 6c).

## Combinatorial patterns refine t-types by axes

The spatially analysed differentially expressed genes included markers that are expressed in a single cluster or a small number of clusters. 

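The clusters with the highest levels of the 8 labelled genes given here had median depths between 1776 and 2439 UMIs per cell. Free RNA was gauged from the 299 microglia-like and erythrocyte-like cells, with a median of 2103 UMIs. *itpr1b* reached 22.5 ± 17.9 UMIs per 10000 (SD, n = 6 batches) in the cluster matched to e22, against 3.19 in the next cluster, matched to e27. It was found in 74.5 ± 24.6% of the e22-like cells and in 8.70% of the microglia-like and erythrocyte-like cells (70.3% and 5.60% after thinning to 1000 UMIs per cell). *ccka* was highest in the cluster matched to e28, with 5.86 ± 7.17 UMIs per 10000 (SD, n = 9), a spread between batches larger than the mean. It was found in 16.5 ± 14.9% of these cells, and its background share was 0.334%.
Among the inhibitory markers, *cort* reached 12.6 ± 9.13 UMIs per 10000 (SD, n = 7) in the cluster matched to i3 and 0.537 in the next. It was found in 31.2 ± 6.76% of the i3-like cells and in 3.34% of the microglia-like and erythrocyte-like cells. *esrrb* reached 12.3 ± 5.68 (SD, n = 5) in the cluster matched to i8, against 2.16 in the next, and *INSM2* (the name of *insm2* in the counts) 4.02 ± 1.51 (SD, n = 5) in the cluster matched to i9, against 0.280. *npy* reached 46.9 ± 25.8 (SD, n = 3) in the cluster matched to i26, and the next cluster had 4.18. *chodl* was less restricted, with 21.0 ± 7.11 (SD, n = 4) in the cluster matched to i31 and 8.98 in the next, which is the i26-like cluster. The excitatory marker *bhlhe23* had its highest level, 1.50 ± 0.418 UMIs per 10000 (SD, n = 4), in the cluster matched to e19 and a level of 1.15 in the inhibitory cluster matched to i17, a difference within 1 SD. It was found in 24.2 ± 11.1% of the e19-like cells and 12.6% of the i17-like cells, and in 0.334% of the microglia-like and erythrocyte-like cells. In clusterings of subsamples of the cells, the mean best Jaccard index was 0.253 for the e19-like and 0.844 for the i17-like cluster.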

To further examine the spatial organization of transcriptomic subtypes defined by a combination of marker genes, we performed iterative multiplexed HCR labelling of submarkers for cells expressing *atf5b* and *sp5l*, respectively, and examined their spatial positioning. We focused on a combination of transcription factors and other unique effector genes (encoding mainly neuropeptides and proteins for neurotransmitter synthesis or transport^30^). 

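Expression of *atf5b* was compared across the 25 rebuilt excitatory clusters, in UMIs per 10000 UMIs of a cell. The cluster matched to e17 (505 cells) had 8.47 ± 4.44 (SD, n = 6 batches), and 42.9 ± 12.4% of its cells expressed *atf5b*. The cluster matched to e14 had 7.75 ± 5.78 in 41.9 ± 17.5% of cells (n = 7), and the cluster matched to e6 had 7.08 ± 3.68 in 43.0 ± 12.6% of cells (n = 7). The differences between these 3 clusters were smaller than the spread between batches. The clusters were not compared batch by batch, so a difference between them is not excluded. The e17-like cluster shared 8 of its leading genes with e17 and 6 with e19. In clusterings of subsamples of the cells its mean Jaccard index with the best-matching cluster was 0.341, against 0.730 for the e14-like and 0.491 for the e6-like cluster. The cluster matched to e21 had a lower level, 2.86 ± 1.87 in 13.5 ± 8.45% of cells (n = 7). *atf5b* was found in 8.70% of microglia-like and erythrocyte-like cells and in 15.0% of radial glia-like cells, at 0.706 and 0.886 UMIs per 10000. The median depth of the 4 excitatory clusters was between 1977 and 2165 UMIs per cell, against 2103 in the microglia-like and erythrocyte-like cells and 1853 in the radial glia-like cells. Over both arms, 6 clusters reached 0.25 times the highest level, among them the inhibitory cluster matched to i2, with 2.78 ± 1.21 in 22.5 ± 8.57% of cells (n = 4).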

The *atf5b* gene was strongly expressed in cluster e17 and weakly detected in several clusters, including e6, e14 and e21 (Figs. 1 and 3). On the basis of cluster e17 markers, we explored the anatomical arrangement of *atf5b* t-types. Neurons that co-expressed *atf5b* and the transcription factor *foxb1a* or *etv1* were separated along the SD axis, similar to the molecular layers, whereas co-expression with *cebpa*, which encodes an inhibitor of cell proliferation^31^, had higher density in the superficial posterior zone (Fig. 3a,b). Similarly, neurons that co-expressed *sp5l* with the effector genes *uts1* and *chata* were separated within the intermediate molecular layer, whereas co-expression with the neurogenic factor *neurod1*^32,33^ was concentrated in the posterior zone (Fig. 3d,e). Overall, we find that clusters defined by either a single marker or a combinatorial code were spatially segregated along the SD axis, whereas distribution along the SPV anterior–posterior axis was related to neurogenic factors and the progression of neuronal differentiation from the posterior marginal proliferative zone^23,24^.

**Fig. 3:**
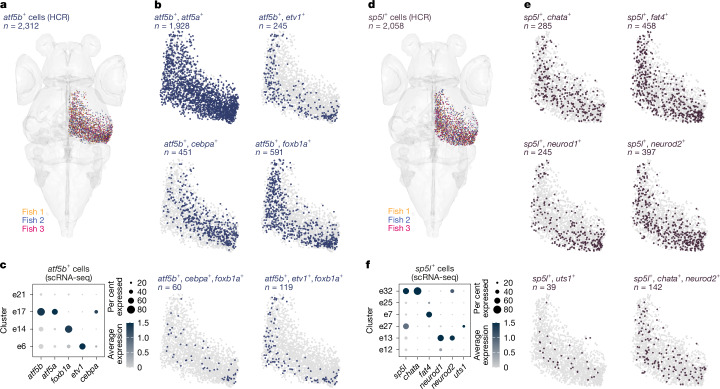
Combinatorial expression of t-type marker genes separates subtypes along the anatomical axes of the OT. **a**, *atf5b*-expressing cells were labelled in three individual larvae and patterns were coregistered (total *n* = 2,312 cells). **b**, Combinatorial expression of marker genes within the *atf5b*-expressing cells. *atf5b*^*+*^ *etv1*^+^ cells were found in the deep SPV region, whereas *atf5b*^*+*^ *cebpa*^+^ cells were localized to the superficial region with highest density towards the posterior zone. **c**, scRNA-seq data for clusters expressing *atf5b*. **d**, *sp5l*-expressing cells were labelled from 3 individual larvae (total *n* = 2,058). **e**, Combinatorial expression of marker genes among the *sp5l*-expressing cells. *sp5l*^*+*^ *chata*^+^ cells were found in the intermediate SPV region. *sp5l*^+^ *neurod1*^+^ cells were found in the intermediate and deep regions, with highest density towards the posterior zone. *sp5l*^*+*^* uts1*^+^ cells represented a rare population located in the intermediate SPV region. **f**, scRNA-seq data for clusters expressing *sp5l*.

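In the sequencing data, co-expression with *atf5b* was measured in the 16626 excitatory cells without use of the clusters, as the number of cells with a UMI of both genes against the number expected at equal depth in each batch. Of these cells, 2265 expressed *atf5b*. With *atf5a*, it was found in 726 cells against 218 expected, a ratio of 3.34. The ratio was 1.76 for *foxb1a* (557 against 316 cells) and 1.87 for *etv1* (489 against 261 cells). These 3 partners were above expectation in 11 of 11 batches (exact sign-flip test, p = 0.000977, adjusted p = 0.0013 by Benjamini-Hochberg over the 4 partners). *cebpa* had the highest ratio, 3.82 (433 against 113 cells), and was above expectation in 10 of 11 batches (exact sign-flip test, p = 0.00195, adjusted p = 0.00195). *cebpa* was also found in 19.1% of the 299 microglia-like and erythrocyte-like cells and in 1.82% of radial glia-like cells, against 4.34% of the excitatory cells. The median depths were 2103, 1853 and 2059.5 UMIs. Free RNA alone would give like shares in both non-neuronal groups. The 19.1% may therefore include expression by these cells themselves, so it does not gauge the background of *cebpa*. The paper explored *atf5b* cells through the markers of cluster e17, found in the same libraries, so these tests are not independent evidence.

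**Figure D2:**
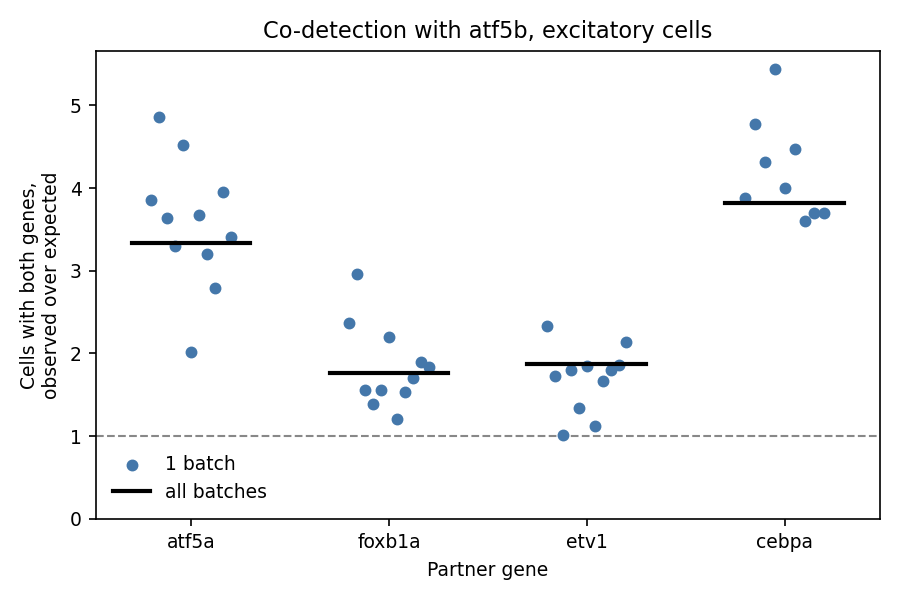
Number of excitatory cells with both *atf5b* and a partner gene, observed over expected (vertical axis, ratio without unit), for the 4 partner genes on the horizontal axis. Each point is a batch with at least 1 expected cell, the black line is the value over all batches and the dashed line marks a ratio of 1; the points lie between 1.02 and 5.44.

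*sp5l* was expressed in 1196 excitatory cells. Its level was 5.60 ± 3.55 UMIs per 10000 (SD, n = 7 batches) in the cluster matched to e13 and 5.09 ± 1.38 (SD, n = 4) in the cluster matched to e27, a difference within the spread between batches. The next cluster, matched to e7, had 1.82 ± 1.46. It was found in 39.2 ± 7.62% of the e13-like and 48.5 ± 7.73% of the e27-like cells (median depths 1824 and 2445 UMIs), and in 3.68% of microglia-like and erythrocyte-like cells. Cells with *sp5l* expressed *chata* 2.15 times as often as their shares predict (116 against 54.1 cells) and *neurod2* 2.64 times (142 against 53.9 cells), each above expectation in 11 of 11 batches (exact sign-flip test, p = 0.000977, adjusted p = 0.00244 over the 5 partners). For *neurod1* the ratio was 1.64 (247 against 151 cells; 9 of 11 batches, exact sign-flip test, p = 0.00488, adjusted p = 0.00814). For *FAT4* it was 1.73 (222 against 128 cells; 9 of 11 batches, exact sign-flip test, p = 0.00879, adjusted p = 0.00879). *uts1* was rare, with 146 excitatory cells, of which 38 also expressed *sp5l* against 11.1 expected, a ratio of 3.41 (above expectation in 8 of 11 batches, exact sign-flip test, p = 0.00781, adjusted p = 0.00879). Over all neuron-like cells, *uts1* was found in 385 cells and the ratio was 2.41 (53 against 22.0 cells). Its level was 5.89 UMIs per 10000 in the e27-like cluster and 3.12 in the inhibitory cluster matched to i13. The paper labelled *chata*, *neurod1* and *uts1* as submarkers of transcriptomic subtypes from the same libraries, so these tests are not independent evidence either. Neither *chata* nor *uts1* was found in any of the 299 microglia-like and erythrocyte-like cells. With at least 2 UMIs of each gene required, the ratios rose to 6.84 for *atf5b* with *cebpa* and to 10.1 for *sp5l* with *uts1*, while that of *sp5l* with *neurod2* moved most after thinning to 1000 UMIs, to 3.54.

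**Figure D3:**
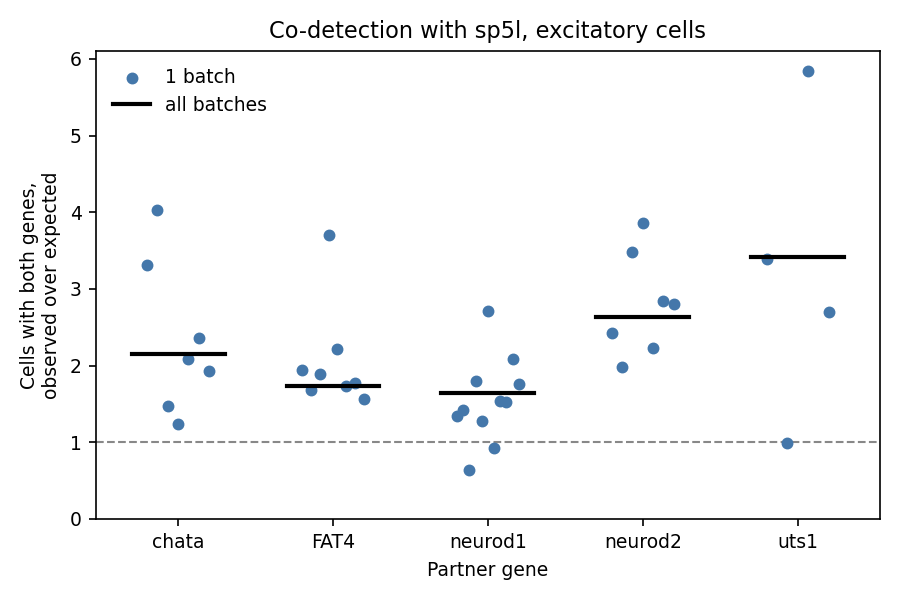
Number of excitatory cells with both *sp5l* and a partner gene, observed over expected (vertical axis, ratio without unit), for the 5 partner genes on the horizontal axis. Each point is a batch with at least 1 expected cell, the black line is the value over all batches and the dashed line marks a ratio of 1; for *neurod1* the points range from 0.636 to 2.72, and for *uts1* only 4 batches had enough cells.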

## Visual responses diverge within individual t-types

We next examined whether neurons of a given t-type shared selectivity to one or multiple sensory or motor features. To this end, we recorded calcium activity by 2-photon volumetric imaging in tectal neurons of *elavl3:H2B-GCaMP6s* transgenic larvae that were exposed to a sequence of behaviourally relevant visual stimuli^5,34^. The stimuli included both local and global motion cues: dots moving in different directions, either continuously or in a saltatory fashion (distinguishing a neutral or prey-like cue from a social cue), a forward moving grating (evoking optomotor responses), a looming black disk (simulating a predator or an object on a collision course) and ambient luminance changes (Fig. 4a). To determine the t-type for each of the recorded neurons, we subsequently performed iterative multiplexed HCR labelling of up to six mutually exclusive marker genes (except for *pitx2* and *ccka*; Extended Data Fig. 9). By co-registering the two volumetric datasets, we could unambiguously assign a specific t-type to 1,304 functionally characterized neurons from 6 fish (Fig. 4b and Methods).

**Fig. 4:**
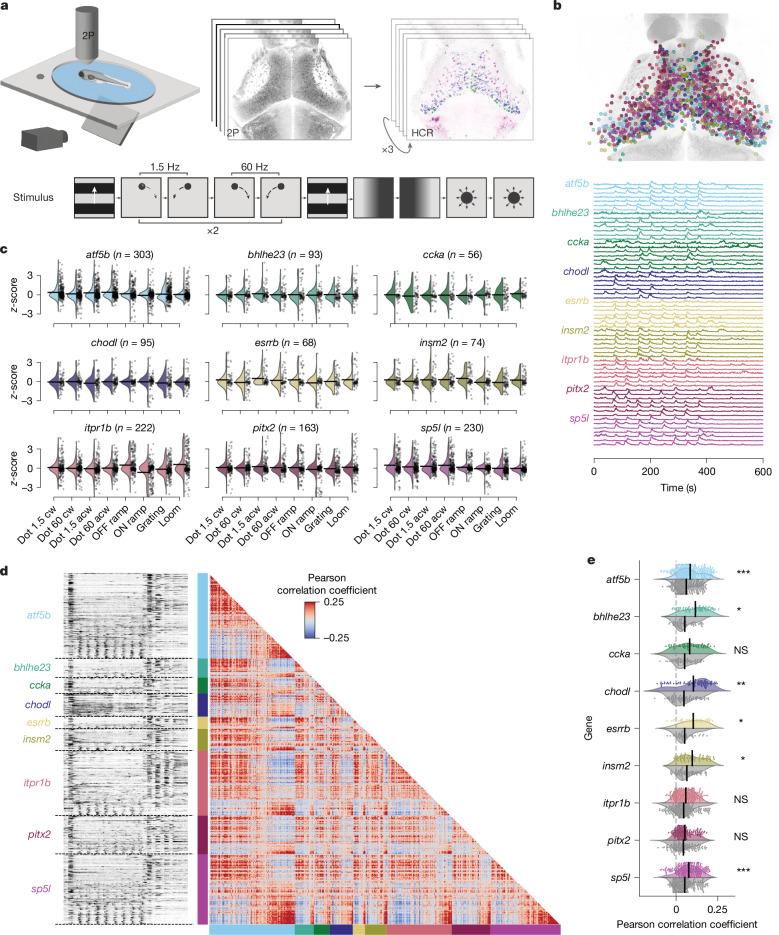
Neurons of a specific t-type show diverse visual responses and form coherent functional subclusters. **a**, Experimental procedure: 6 dpf larvae were exposed to a battery of visual stimuli while volumetric functional 2-photon calcium imaging (2P) was performed covering most neurons of the tectum. The larvae were then stained in consecutive rounds for up to six marker gene mRNAs using HCR labelling. The larva illustration was modified from ref. ^59^. **b**, Top, result of aligning functional and HCR brain volumes and registering all ROIs that overlap with one of 9 marker genes into a common anatomical reference frame (1,304 ROIs, *n* = 6). Bottom, example traces of each labelled t-type selected for responsiveness to local motion. **c**, Average t-type response scores to the visual stimulus sequence scaled to unit variance and zero mean of overall tectal population. Most t-types showed increased or decreased responses to at least two different stimuli. acw, anticlockwise; cw, clockwise. **d**, Left, raw calcium traces of all 1,304 t-type+ functional ROIs sorted by first t-type and within t-type by response score to local motion. Responses to global motion (beginning, end) and local motion (middle section) are visible in all t-types. Right, correlation matrix of all pairwise correlations using Pearson correlation coefficient. Red and blue clusters of positively and negatively correlated neurons are found between and within all t-types. **e**, Mean pairwise correlations of each neuron with all neurons of the same t-type (colour) and all neurons (grey) of other t-types. Within t-type correlation is significantly increased for six out of nine tested t-types. Two-sided Student’s *t*-test, Bonferroni-corrected. *P* values: *atf5b*, 3.053 × 10^−4^; *bhlhe23*, 1.367 × 10^−2^; *ccka*, 1.443 × 10^−1^; *chodl*, 5.043 × 10^−3^; *esrrb*, 3.769 × 10^−2^; *insm2*, 1.556 × 10^−2^; *itpr1b*, 1.653 × 10^−1^; *pitx2,* 3.703 × 10^0^ *sp5l*: 1.076 × 10^−4^. *P < 0.05, **P < 0.01, ***P < 0.001. NS, not significant.

We found that average t-type responses had increased scores for at least two stimuli of the set compared with the population mean response (Fig. 4c). For example, moving dots and moving gratings evoked strong activity in the *atf5b* type, whereas *itpr1b* neurons scored highest for looming and OFF ramp stimuli (Fig. 4c). To test whether individual neurons within the same t-type or between t-types have similar functional responses, we correlated calcium traces of all t-type+ neurons with each other across animals (Fig. 4d). A correlation matrix of raw calcium traces, sorted by t-type, and within t-type by overall response score to local motion stimuli, revealed stereotyped clusters of positive and negative pairwise correlations within and between all t-types (Fig. 4d). This indicates a functional diversity within each t-type, varying mostly in the relative frequency of local-motion- and global-motion-tuned neurons. Neurons co-expressing *pitx2* and *ccka*, although identified in only 12 neurons, showed a mixed functional tuning for local and global motion, similar to neurons characterized by a single marker gene (Extended Data Fig. 11e). Mean pairwise correlations of calcium responses were significantly higher within t-types than between t-types for six out of nine marker genes tested (Fig. 4e). We conclude that neurons of the same t-type are not coherent in their visual tuning but are, on average, functionally more similar when compared to other t-types. In line with our findings, distinct t-types in the superior colliculus, the mammalian homologue of the OT, also showed heterogeneous specificity in their visual responses^35^.

## Transcriptome and position govern function

Next, we tested whether any functional response type (f-type) in the OT was linked to one specific t-type. To this end, we first classified functional responses by clustering the highest-responding tectal neurons to each stimulus, excluding HCR-labelled neurons (*n* = 7,094). This resulted in 17 distinct f-types (Fig. 5a). The response vectors formed five superclusters in a uniform manifold approximation and projection (UMAP) embedding, corresponding to broad classes of neurons tuned to local motion, ON, OFF, looming and grating motion, respectively (Fig. 5b,c). We then assigned one of the 17 f-types to each HCR-labelled and functionally profiled region of interest (ROI; Extended Data Fig. 10). The resulting distribution of f-types within t-types revealed that no f-type was specific to or highly overrepresented in one t-type. In parallel, we investigated whether any t-type was overrepresented in a functional cluster or supercluster. (Fig. 5d and Extended Data Fig. 11). Transforming all HCR-labelled functional ROIs into the UMAP embedding revealed that specific t-types were locally enriched within f-type superclusters. A similar result was obtained when mapping response vectors from neurons in transgenic lines expressing GCaMP6s under the control of the *atf5b*, *cort*, *itpr1b* or *sp5l* regulatory regions (Fig. 5e, Extended Data Fig. 11 and Methods), demonstrating the validity of the HCR labelling approach.

**Fig. 5:**
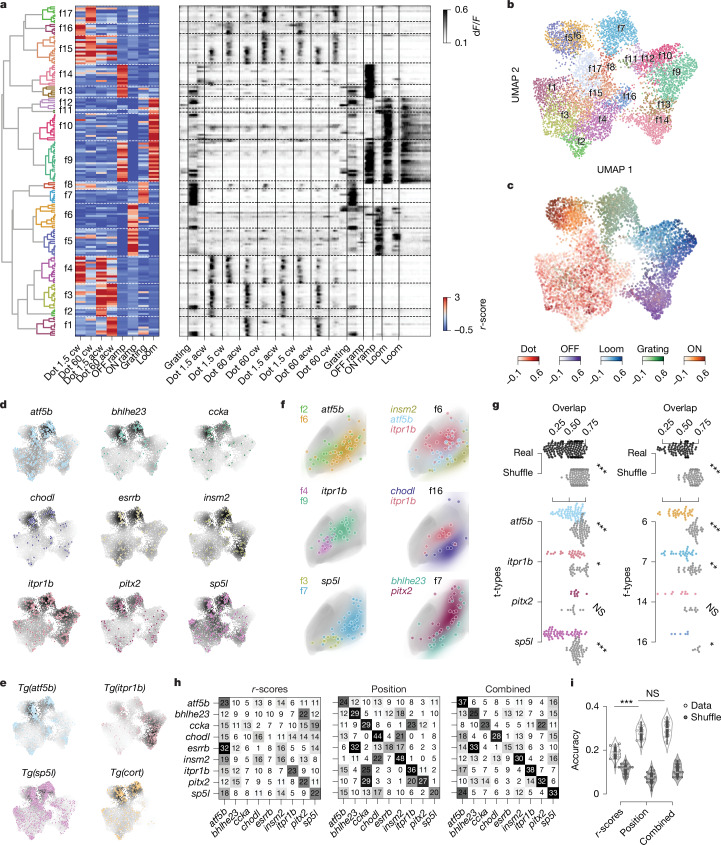
Localization in functional and anatomical space varies between t-types. **a**, Hierarchical clustering of all strongly responding tectal neurons (*n* = 7,094) to identify functional cell types (f-types). Left, dendrogram of clustering all 169 exemplars that were identified using affinity propagation. Middle, heat map showing response vectors of all exemplars based on visual stimuli. Functional clusters and exemplars are primarily divided into local (clusters 1–4 and 15–17) versus global (clusters 5–14) motion responses. Right, raw calcium traces of all exemplars. **b**, UMAP embedding based on response vectors, overlaid with colour code according to f-type assignment. **c**, UMAP embedding of all responding neurons from **b**, with five different colour codes based on the preferred respective responses of the five superclusters. **d**, t-types accumulate locally in functional space. Response vectors of each transcriptomically identified neuron transformed into the UMAP embedding. The colour code of UMAP represents the kernel density estimate of the respective t-type. **e**, Response vectors of neurons recorded in transgenic fish, mapped into the same UMAP embedding largely confirm the enrichments observed in **d**. **f**, Anatomical localization of t/f-clusters within t-types and f-types. Dots represent individual ROIs, coloured areas show KDEs of t/f-clusters. ROIs of the same t-type (left) and f-type (right) comprise anatomically separated clusters based on functional (left) and transcriptomic (right) identity. All ROIs mirrored to the left tectal hemisphere. t-type is based on HCR labelling. **g**, t/f-clusters are significantly separated in anatomical tectal space within t-types and f-types. Left, pairwise KDE overlap values for cell types of different functional clusters for real data and shuffled t-type labels. Right, as left but for different t-types within functional clusters. Mean pairwise overlap values of t/f-clusters across t-types and across f-types are significantly lower than respective shuffled controls, respectively, indicating anatomical separation of cell types within functional clusters. Two-sided Mann–Whitney *U*-test, Bonferroni-corrected. *P* values: t-types overall, 3.353 × 10^−22^; *atf5b*, 5.598 × 10^−11^; *itpr1b*, 2.203 × 10^−4^; *pitx2*, 9.370 × 10^−1^; *sp5l*, 2.662 × 10^−9^; clusters overall, 2.230 × 10^−14^; c6, 1.822 × 10^−7^; c7, 2.641 × 10^−4^; c14, 4.032 × 10^−3^; c16, 3.463 × 10^−2^. **h**, Confusion matrices of three SVM classifiers predicting transcriptomic identity on the basis of functional response vectors (r-scores), cell body position or both combined. Numbers and saturation indicate the true-positive rate. Predictive performance increases from left to right, indicated by the saturation of the diagonal (true-positive predictions per cell type). **i**, Accuracy of SVM classifier performances from **h** (grey dots and violin plots). Classifiers could recover t-type identity based on functional response vectors in about one out of five cases (accuracy = 0.187 ± 0.027, *n* = 19), for anatomical space accuracy was significantly higher (accuracy = 0.276 ± 0.030, *n* = 19, two-sided Mann–Whitney *U*-test; *P* value = 1.358 × 10^−7^). Combining both spaces did not significantly improve performance compared with anatomical space alone (accuracy = 0.296 ± 0.036, *n* = 19, two-sided Mann–Whitney *U*-test, *P* value = 0.113). For all classifiers, negative controls with shuffled cell-type labels resulted in significantly lower performance (grey dots and violin plots; two-sided Mann–Whitney *U*-test, *P* values: r-score, 1.881 × 10^−7^; position, 6.532 × 10^−8^; combined, 6.532 × 10^−8^).

We speculated that the observed diversity of discrete f-types within t-types had its origin in the anatomical localization of individual cell bodies. To test this hypothesis, we grouped recorded neurons of the same t-type and same f-type into t/f-clusters and determined their anatomical distributions. The t/f-clusters within t-types were often separated along the anterior–posterior anatomical axis: For instance, f-types 4 and 9 were almost completely non-overlapping in *itpr1b*^+^ neurons (Fig. 5f). To quantify this observation, we computed the gaussian kernel density estimate (KDE) of anatomical cell body distributions for each t/f-cluster and measured the pairwise spatial overlap of t/f-cluster KDEs within t-types and f-types, respectively. We found that t/f-clusters showed larger anatomical separation than shuffled controls (Fig. 5g), indicating that cell body position within a tectal t-type strongly influences its functional phenotype. Of note, t/f-clusters of the same f-types that were separated by t-type also showed significantly lower spatial overlap within some individual f-types and across f-types.

Finally, we explored whether the location of the cell body of an OT neuron was more informative of t-type identity than its functional properties. We performed support vector machine (SVM) classification on t-type on the basis of the nine marker genes, given either the anatomical cell body position or position in the eight-dimensional functional space as input. In line with the dependency of functional identity on anatomical localization, we found that the position of the cell body was a better statistical predictor for t-type identity than functional profile, and combining both features did not significantly increase predictive performance (Fig. 5h,i).

## Transcriptome and position govern morphology

Tectal neurons exhibit a rich diversity of morphologies, including specific dendritic and axonal targets^5,6,36–39^. To explore whether t-types are related to the different morphological types, we sparsely labelled single neurons in transgenic reporter lines, labelling the *atf5b*, *cort*, *itpr1b* and *sp5l* t-types (Extended Data Fig. 12), and traced their morphologies (Methods). The vast majority of *cort* neurons were inhibitory periventricular interneurons (PVINs), with cell bodies located in the SPV layer. The *cort*-expressing interneurons varied in their stratification patterns: two types were monostratified within the stratum griseum et fibrosum superficiale (SFGS) layer, showing narrow (PVIN 1a) or wide stratification patterns (PVIN 1b), whereas a third type bistratified in the SGC/SAC and SFGS layers (PVIN 2). We also observed one *cort* neuron projecting towards the dorsal thalamus (Fig. 6a and Extended Data Fig. 13c). The *itpr1b* neurons reside exclusively in the neuropil (Fig. 6b). Their neurites are often tristratified, reminiscent of the tectal pyramidal/type I neurons in adult cyprinid fish^36,39^, but additional morphologies were also observed in this transgenic line, including monostratified and bistratified neurons (Extended Data Fig. 13d).

**Fig. 6:**
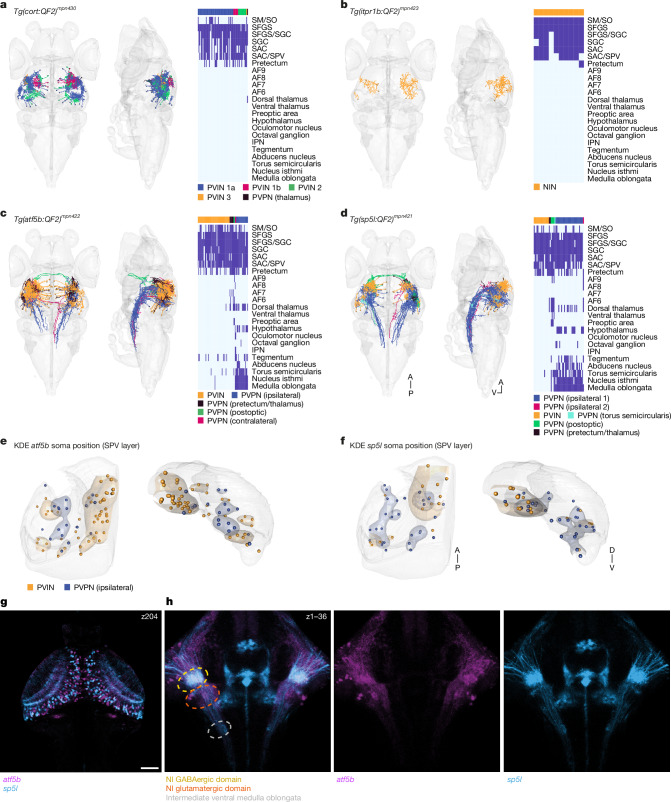
Neurons of a specific t-type may assume distinct morphologies and projection patterns. **a**, Sparsely labelled *cort* neurons were registered into the standard brain (*n* = 62). Right, anatomical matrix. AF, arborization field; IPN, interpeduncular nucleus; SAC, stratum album centrale; SGC, stratum griseum centrale; SM, stratum marginale; SO, stratum opticum. **b**, Sparsely labelled *itpr1b* neurons were registered into the standard brain (*n* = 10). Right, anatomical matrix. NIN, neuropil interneurons. **c**, Sparsely labelled *atf5b* neurons were registered into the standard brain (*n* = 77). Neurons are colour coded according to their m-type. Right, anatomical matrix. **d**, Sparsely labelled *sp5l*^*+*^ neurons were registered into the standard brain (*n* = 53). Right, anatomical matrix. A, anterior; P, posterior; V, ventral. **e**, *atf5b* interneurons (*n* = 49) and ipsilateral neurons (*n* = 18) were mirrored to the left hemisphere, and a KDE was measured according to their soma position, revealing separation of m-types along the anterior–posterior and dorsal–ventral axes. Transverse and coronal views of the SPV layer are shown. **f**, *sp5l* interneurons (*n* = 16) and ipsilateral neurons (*n* = 29) were mirrored to the left hemisphere, and a KDE was measured according to their soma position, revealing separation of m-types along the anterior–posterior and dorsal–ventral axes. **g**, Registered confocal stack of *atf5b* and *sp5l* transgenic fish. A single fish example of each transgenic line out of three specimens imaged. A single focal plane spanning the OT is shown. Scale bar, 50 μm. **h**, *z*-projection of the nucleus isthmi (NI) area, showing *atf5b* and *sp5l* projections forming collaterals at different parts of the nucleus isthmi.

The excitatory t-types *atf5b* and *sp5l* included specific subsets of ipsilaterally or contralaterally projecting neurons and interneurons with a range of dendritic stratification patterns (Fig. 6c,d and Extended Data Fig. 13b,e). Generally, we observed that the number of distinct projection and stratification patterns found for single neurons within a given transgenic line far exceeded the number of transcriptomic clusters expected for this marker. This rule applies to both the single-cluster marker genes investigated (*cort*, *itpr1b*) and the marker genes expressed in multiple clusters (*atf5b*, *sp5l*).

We asked whether we could further differentiate neurons with comparable projection patterns according to t-type. Registration of confocal images of *atf5b* and *sp5l* neurons highlighted the differences between their target domains (Fig. 6g,h): *sp5l* neurons have ipsilateral axon collaterals within the GABAergic domain of a tegmental nucleus, the nucleus isthmi^40^, whereas *atf5b* neurons form ipsilateral collaterals in its glutamatergic domain (Fig. 6h). As is the case for t/f-clusters, the morphologies of neurons belonging to the same t-type vary across the OT: both *atf5b* and *sp5l* cells tend to develop into interneurons in the anterior OT and into projection neurons in the posterior OT (Fig. 6e,f). In sum, this suggests that individual t-types accommodate a distinct range of morphologies and connectivities, arranged in a position-dependent manner across the anterior–posterior axis of the OT.

## Discussion

The shape, synaptic connectivity and function of a neuron—that is, its phenotype—are dictated, or at least bounded, by the genes it expresses. High-throughput barcoding and sequencing efforts promise to offer deep insights into brain function, provided that transcriptomic datasets can be read out at scale and eventually translated into wiring diagrams^41^. This formidable task is aided by the observation that single-cell transcriptomes can be clustered by similarity of their gene expression profiles, with clusters corresponding to individual cell types. Such dimensionality reduction allows researchers to focus on characterizing the connectivity and functional properties of reproducible sets of neurons, ‘cell type by cell type’ and across animals. Single-cell RNA sequencing and spatial transcriptomics have successfully matched cell types to specific brain regions^42–44^, developmental trajectories^45–49^ and specific functions^2,4,7,50^, although the functional assignment is less stringent and consistent^16,17,51^. However, there are at least two biological factors that confound this straightforward cell-type concept: position in the tissue and development.

First, transcriptionally similar neurons may differ locally in phenotype in brain areas that are regionally specialized, such as topographic maps, which are prevalent in the visual, auditory and somatosensory systems. For the retinotopically mapped OT, we find that transcriptomic cell types have overlapping sets of visual responses and morphologies, and these are organized along the spatial coordinates of the OT. We speculate that these regional differences in f-type distribution reflect their input and output heterogeneities. Such heterogeneities are well known and ethologically relevant because visual processing is adapted to stimulus statistics that are not uniform across the visual field^5,52,53^.

Second, unlike transistors on a microchip, neurons are not manufactured in a single sweep; they grow in number by cell division and connect by extending neurites, often over long distances, and with their growth cones searching for synaptic partners with matching molecules on their surface. Later-born neurons of the OT, which reside closer to the posterior marginal zone, are more likely to receive retinotopic information from the nasal retina. These neurons have a different set of possible synaptic partners than similar t-types that are born earlier and reside at the anterior OT, ultimately resulting in an asymmetric circuit layout. Additionally, synaptic partners are defined by expression of cell-surface and axon guidance molecules, which are transiently expressed during development^49,54^, increasing the phenotypic diversity within transcriptomically indistinguishable neurons born later.

Although our data only represent a single developmental time point, the spatial position in the OT can serve as a proxy for the neuron’s time of birth. Along the superficial-to-deep axis of the tectum, the transcriptomic layering that we identified correlates strongly with time of birth: early-born neurons come to reside closer to the surface of the SPV, as they are displaced by later-born neurons, which stay near the deep ventricular zone^21,22^. A similar temporally staggered development of cell types has been reported in vertebrate and invertebrate organs and tissues^29,55^. Thus, neurons are under the influence of dynamically changing local cues depending on when and where in the tissue they are born, differentiate and form connections. These dynamic cues may result from transient intrinsic gene expression among the similarly sequenced t-types born at different times, from local or temporal extrinsic signals, or from a combination of these factors.

An influence of birthdate and positional information on the expression of cell-type traits supports the notion that a limited number of global transcriptomic states are re-used and locally adapted to participate in specialized circuits and display divergent functional response profiles^56^. In this revised concept, cell types correspond to t-types and require further stratification based on position and development in order to be predictive for function and morphology. Although the repertoire of genetically distinguishable t-types is already enormous^7,12,13,57^, spatially and temporarily restricted cues can generate even more phenotypic variants of genetically programmed circuitry.

## Methods

### Zebrafish husbandry and maintenance

Zebrafish were kept at 28 °C under a day/night cycle of 14/10 h, pH of 7–7.5, and a conductivity of 600 µS. The following transgenic lines were used in this study: Wild-type fish of the TL strain, *Tg(elavl3:H2b-GCaMP6s)jf5*, *Tg(atf5b:QF2)mpn422*, *Tg(cort:QF2)mpn430*, *Tg(itpr1b:QF2)mpn423*, *Tg(sp5l:QF2)mpn421* and *Tg(QUAS:GCaMP6s)mpn164*. All larvae were produced by natural matings and raised until 6 or 7 days post fertilization (dpf) at 28 °C in Danieau’s solution in petri dishes. The animal experiments were performed under the regulations of the Max Planck Society and the regional government of Upper Bavaria (Regierung von Oberbayern), approved protocols: ROB-55.2-2532.Vet_03-19-86, ROB-55.2-2532.Vet_02-19-16, ROB-55.2-2532.Vet_02-21-93.

### Single-cell RNA sequencing

#### Tissue dissection

The 6 or 7 dpf wild-type larvae were anaesthetized in tricaine (one larva at a time), followed by removal of the eye and the skin around the brain using a fine Tungsten needle. Both OT hemispheres, together with the torus longitudinalis, were carefully dissected under a stereoscope and transferred into a 1.5 ml low-binding-protein tube containing ~50 µl PBS, and placed on ice. Cell dissociation was performed immediately after the dissection. Eleven dissection sessions were performed on different days, with 20–25 OT and torus longitudinalis dissected for each batch.

#### Cell dissociation

Cell dissociation was performed using papain (Papain Dissociation System, Worthington Biochemical Corporation). Five hundred microlitres of oxygenated papain was added to the 1.5 ml tube containing the 50 μl PBS and the dissected tissue, and incubated at 37 °C with superficial oxygen flow. The samples were gently pipetted every 10 min, and were fully dissociated after 45 min (a 2 μl sample was visually inspected to assess cell separation). The cells were then centrifuged for 10 min at 400*g*, at 4 °C, using a swinging bucket centrifuge. The supernatants were removed, and the cells were resuspended in 260 μl of equilibrated ovomucoid solution and 30 μl of DNaseI. The cells were then centrifuged for 10 min at 400*g*, at 4 °C, the supernatants were removed, and the cells were resuspended in 500 μl PBS and 0.04% BSA. This step was repeated once again, after which the cells were filtered using 30 μm cell strainer. Finally, the cells were centrifuged, and the supernatants were removed, leaving 80 μl in which the cells were pipette gently. Five microlitres of the dissociated cells were transferred into a new 1.5 ml low-binding protein tube and mixed with 13 μl PBS, 0.04% BSA and 0.4% Trypan blue for cell counting and viability assessment.

#### Library preparation and sequencing

The dissociated cells were loaded onto a commercially available droplet-based single-cell barcoding system (10x Chromium Controller, 10x Genomics). The Chromium Single Cell 3′ Reagent Kit v3 (10x Genomics) was used to prepare single-cell 3′ barcoded cDNA and Illumina-ready sequencing libraries according to the manufacturer’s instructions. The cDNA libraries were sequenced using an Illumina HiSeq 2500 machine (batches 1–8) or Illumina NovaSeq 6000 (batches 9–11), with a mean of ~76,000 reads per cell over the 11 batches.

#### Quality check, batch correction and clustering analysis

The sequenced data were processed using CellRanger-7.1.0 (filtering, barcode and unique molecular identifier (UMI) counting) with default command line options. The sequenced reads were aligned to the zebrafish GRCz11 genome assembly (Ensembl release 98). To prevent confounding effects of the tissue dissection and cell dissociation on gene expression analysis, immediate early genes (IEGs) that were induced during the procedure^60^ were removed prior to the analysis. 

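Immediate early genes respond within minutes to stimulation and to stress such as the dissociation of tissue. Of the 43 genes in Supplementary Table 2, 42 were found by name in the counts. Before they were removed, they made up 2.32 ± 1.58% of the UMIs of the kept cells (SD, n = 11 batches), from 0.639% in batch 11 to 4.97% in batch 3. With these genes retained, 46048 cells passed all filters and formed 21 clusters, of which 13 were neuron-like.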

We have curated a list of 43 zebrafish IEGs (Supplementary Table 2), and excluded them from the cell–gene matrix. The data from each of the 11 batches were filtered using the Seurat R package version 5.1.0^61^, to ensure analysis of high quality cells, including filtering out cells expressing less than 600 or higher than 4,000 genes, cells with more than 7,500 UMIs, or containing higher than 10% mitochondrial genes. Additionally, to eliminate contamination from adjacent tissues, cells expressing the habenula marker genes *gng8* and *kiss1*, as well as cells expressing the lens crystallin gene *crygm2d13* above 0.5, were excluded. 

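Over all batches, 27599 barcodes (31.4%) had fewer than 600 genes, and their share in a batch ranged from 0.0597% in batch 12 to 54.3% in batch 10. More than 4000 genes were found in 1573 barcodes (1.79%), and 6384 barcodes (7.26%) had more than 7500 UMIs. A mitochondrial share above 10% was found in 2084 barcodes (2.37%), with the highest share in batch 7, where 16.1% of barcodes exceeded it. A barcode can fail several of these limits.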

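The threshold of 0.5 was applied to log-normalized values. Because a cell past the other filters holds at most 7500 UMIs, a single UMI of *gng8*, *kiss1* or *crygm2d13* already exceeds it. *gng8* or *kiss1* exceeded it in 740 barcodes (0.842%), of which 541 failed no other filter. Only 3 barcodes expressed both genes. *crygm2d13* exceeded it in 952 barcodes (1.08%), a share of 13.3% in batch 5 and of at most 0.529% in the other batches at 6 dpf. When only cells with both *gng8* and *kiss1* were left out, 46308 cells were kept.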

The data were then normalized using the Seurat LogNormalize method with a scale factor of 10,000. A set of 2,000 variable features were identified using the vst selection method, and the data were scaled using the ScaleData command. The detected variable features were used for principal component analysis. In order to filter out doublet cells from the analysis, initial clustering was performed on each batch separately, and the clustering information was used as an input for DoubletFinder^62^. 

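DoubletFinder mixes artificial doublets, made by averaging pairs of cells, with the real cells and scores each cell by the share of artificial doublets among its nearest neighbours. The score was computed in each of the 12 lanes with artificial doublets as 0.25 of the mixed cells and a neighbourhood of 0.01 of them. In each lane the highest-scoring cells were removed at a common share, set from the total number of doublets in the paper, since the paper's text does not give a rate per batch. The number removed is therefore fixed by that share, and ranged from 90 cells in batch 2 to 1629 in batch 10. A rate of 0.8% per 1000 cells of a lane, which weighs the larger lanes more, removed 6326 cells. Scrublet was also tried with its automatic threshold, but it marked only 24 of the 51769 cells and none in 4 of the lanes. It did not work on these data, and its result is not used.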

Finally, the 11 batches were merged into a single Seurat object, and cells identified as doublets by DoubletFinder (*n* = 5,931) were filtered out. The resulting dataset contained 45,766 cells with a mean of 1,224 genes per cell and 2,420 UMIs. 

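The 45829 kept cells had a mean of 1244 genes and 2458 UMIs per cell, and a median of 1999 UMIs. Over the 11 batches, the mean number of genes per cell was 1147 ± 199 (SD), from 949 in batch 6 to 1526 in batch 11. The mean number of UMIs per cell was 2368 ± 416, from 1769 in batch 8 to 3058 in batch 11. The mean number of genes lay between 1222 and 1422 over the alternative filters. Without the upper limits on genes and UMIs, the mean number of UMIs per cell was 3794, the largest change that a filter made.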

We then performed batch correction using Harmony^63^, grouping the variables according to their original batch followed by dimensionality reduction with UMAP^64^. Clustering analysis was performed by applying the Seurat FindNeighbors command with reduction=”harmony” and dims = 25 and the FindCluster command with resolution set to 0.6 (sub-clustering resolution was: neurons = 1, excitatory neurons = 1.2, inhibitory neurons = 1.2). 

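At resolutions of 0.6 and 0.8, 14 clusters of all cells were neuron-like, and 12 at a resolution of 0.4. With another random seed the number of clusters of all cells was again 22, while the excitatory arm gave 31 clusters and the inhibitory arm 33. Without correction for batch, the excitatory and inhibitory arms gave 31 and 37 clusters, of which 8 and 7 held cells of all 11 batches. With batch 10 left out there were 20 clusters of all cells, 28 excitatory and 32 inhibitory clusters.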

The clustering resolutions were defined using clustering trees generated with the R package Clustree, together with SC3 stability scores^65,66^. Following the separation of excitatory and inhibitory cells, and prior to their respective clustering, cells expressing *gad1b* above 0.8 were filtered out from the excitatory dataset, while cells expressing either *slc17a6a* (also known as *vglut2b*) or *slc17a6b* (also known as *vglut2a*) above 0.8 were filtered out from the inhibitory dataset. 

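*gad1b* above this threshold removed 2441 cells, or 12.8% of the excitatory arm, and *slc17a6a* or *slc17a6b* removed 1599 cells, or 10.7% of the inhibitory arm. With at most 7500 UMIs per cell, a single UMI exceeds the threshold of 0.8. In the microglia-like and erythrocyte-like cells, *gad1b* was found in 16.1% of cells, *slc17a6a* in 7.02% and *slc17a6b* in 12.7%. The shares of inhibitory cells with *slc17a6a* and *slc17a6b* before removal were 3.17% and 7.85%. The median depths were 2067 UMIs in the excitatory arm, 2072 in the inhibitory arm and 2103 in the microglia-like and erythrocyte-like cells. After thinning to 1000 UMIs per cell, *gad1b* was found in 6.53% of excitatory cells (95% exact interval 6.17% to 6.91%) and in 7.84% of microglia-like and erythrocyte-like cells (4.92% to 11.7%). *slc17a6a* was found in 1.53% of inhibitory cells (1.33% to 1.76%) against 3.73% (1.80% to 6.75%), and *slc17a6b* in 4.11% against 5.97%. The intervals cover counting error only. At this depth, the shares removed from both arms were at or below the share in cells that should lack these genes.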

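These manual splits were not repeated. In the rebuilt excitatory arm, the cluster matched to e28 (487 cells) shared 19 of its 30 leading genes with e28 and 16 with e24, and no cluster was closest to e24. In the rebuilt inhibitory arm, a cluster of 851 cells was matched to i3 with 12 shared genes, and no cluster was closest to i16.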

After manual inspection of marker gene expression, clusters e24, e28 and e31 were split from a single cluster, as well as clusters i3 and i16, using the FindSubCluster command with resolutions of 0.3 and 0.25, respectively. To evaluate clustering correlation, genes were ranked according to their specificity score, calculated using the genesorteR R package^67^, and correlation matrices were generated according to the top ten scored genes per cluster. The vast majority of clusters showed low correlation with other clusters, representing unique t-types. 

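The correlation between clusters was computed across the 10 genes with the highest specificity score of each cluster, where the score is the share of the cluster's cells with a gene times the share of the gene's cells that lie in the cluster. Pearson's r was taken between the log-transformed mean levels of these genes, 208 in the excitatory and 263 in the inhibitory arm. The paper's text does not state whether levels or scores were correlated. Genes are not independent replicates, so no test was applied. Over the 300 pairs of excitatory clusters, the median r was 0.795, with a range from 0.617 to 0.953 and 0% of pairs below 0.5. Over the 528 pairs of inhibitory clusters, the median r was 0.559, with a range from 0.376 to 0.921 and 26.5% of pairs below 0.5. The spread of the median between batches was 0.0377 (SD, n = 9 batches) and 0.0826 (SD, n = 5). With the specificity scores in place of mean levels, a setting chosen after seeing the data, the median r was 0.143 in the excitatory and 0.000289 in the inhibitory arm, and 90.0% and 98.7% of pairs were below 0.5.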

Cluster robustness was evaluated by measuring pairwise Jaccard index of cells grouped together under different clustering parameters using the R package scclusteval^68^. Additionally, cluster stability was evaluated by bootstrapping as described in Tang et al. 2021^68^. Eighty per cent of the cells were sampled and reclustered. 

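The procedure was repeated here with 20 subsamples of 80% of the cells of each arm, and each cluster received the mean over the subsamples of its highest Jaccard index, which is the number of cells shared with the best-matching cluster over the number of cells in either. In the excitatory arm the median over the 25 clusters was 0.665, with a range from 0.253 to 0.928. An index of at least 0.75 was reached by 5 of these clusters, and 7 were below 0.5. In the inhibitory arm the median over the 33 clusters was 0.766, with a range from 0.262 to 0.945. There, 17 clusters reached 0.75 and 2 were below 0.5. Subsamples of 60% moved the inhibitory median to 0.666 and the excitatory median to 0.640.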

The highest Jaccard index was recorded for matching clusters for each subsample. This procedure was repeated 100 times and plotted as a Jaccard Raincloud plot. In most instances, we observed that clusters with small numbers of cells were scored low, as a result of infrequent sampling of those cells.

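The relation between the number of cells of a cluster and its Jaccard index was tested in each arm by a two-sided permutation test with 100000 permutations across clusters. In the excitatory arm, Spearman's rho was -0.0862 (p = 0.680, permutation test over 25 clusters) and Pearson's r was 0.0230 (p = 0.912). Without the 2 clusters farthest from the median size, r was -0.0261. In the inhibitory arm, rho was -0.126 (p = 0.484, permutation test over 33 clusters) and r was -0.0770 (p = 0.665), and r was -0.125 without the 2 farthest clusters. Adjusted over the 2 arms by Benjamini-Hochberg, p was 0.680 for rho and 0.912 for r in both arms. The 12 smaller excitatory clusters had a median index of 0.716 and the 12 larger ones 0.639. For the 16 smaller and the 16 larger inhibitory clusters the medians were 0.826 and 0.717. The 2 smallest excitatory clusters, of 154 and 176 cells, had the lowest indices of their arm, 0.270 and 0.253. The 2 smallest inhibitory clusters, of 107 and 120 cells, had 0.563 and 0.569.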

Generally, we took a conservative approach when defining and including clusters, which were then followed by validation of marker genes in situ.

Finally, differentially expressed genes were identified using the Wilcoxon Rank Sum test integrated in the Seurat FindAllMarkers command. Pseudotime analysis was performed using Monocle3^69^.

### Multiplexed and iterative in situ hybridization chain reaction

HCR experiments were performed on *Tg(elavl3:H2b-GCaMP6s)jf5* (to enable registration onto a common coordinate system) or the transgenic knock-in larvae labelling *atf5b*, *cort*, *itpr1b* and *sp5l* expressing cells. All HCR reagents including probes, hairpins and buffers were purchased from Molecular Instruments. The staining was performed according to previously published and modified protocol^28,70^. The larvae were anaesthetized in 1.5 mM tricaine and fixed with ice-cold 4% paraformaldehyde/Dulbecco’s PBS (DPBS) overnight at 4 °C with gentle shaking. The following day, larvae were washed 3 times for 5 min with DPBST (1× Dulbecco’s PBS + 0.1% Tween-20) to stop fixation, followed by a short 10-min treatment with ice-cold 100% methanol at −20 °C to dehydrate and permeabilize the tissue samples. Next, rehydration was performed by serial washing of 50% methanol/50% DPBST and 25% methanol/75% DPBST for 5 min each and finally 5× 5 min in DPBST. Ten to twelve larvae were transferred into a 1.5 ml tube and pre-hybridized with pre-warmed hybridization buffer for 30 min at 37 °C. Probe solution was prepared by transferring 2 pmol of each HCR probe set (2 µl of 1 µM stock) to 500 µl of hybridization buffer at 37 °C. The hybridization buffer was replaced with probe solution, and the samples were incubated for 12–16 h at 37 °C with gentle shaking. To remove excess probes, larvae were washed 4× 15 min with 500 µl pre-warmed probe wash buffer at 37 °C. Subsequently, larvae were washed 2× 5 min with 5× SSCT (5× sodium chloride sodium citrate + 0.1% Tween-20) buffer at room temperature. Next, pre-amplification was performed by incubating the samples in 500 µl of amplification buffer for 30 min at room temperature. Separately, 30 pmol of hairpin h1 and 30 pmol of hairpin h2 were prepared by snap-cooling 10 µl of 3 µM stock by incubating the hairpins in 95 °C for 90 s, and cooling down to room temperature in a dark environment. After cooling down for 30 min, hairpin solution was prepared by transferring the h1 and h2 hairpins to a 500 µl amplification buffer. The pre-amplification buffer was removed and the samples were incubated in the hairpin solution for 12–16 h in the dark at room temperature. Excess hairpins were washed the next day 3× 20 min using 5× SSCT at room temperature. Larvae were then stored long-term at 4 °C in 5× SSCT until imaging.

For iterative HCR staining, the HCR probes and hairpins were stripped using DNAseI treatment. The imaged fish were placed separately in 1.5 ml tubes and incubated in a mix of 5 µl 10x reaction buffer (Invitrogen AM2238), 5 µl Turbo DNAseI (final concentration 0.2 U µl^−1^, Invitrogen AM2238) and 40 µl DPBS for 4 h at 37 °C. The samples were then washed 3 × 5 min with DPBST and the complete removal of the HCR signal was validated under a confocal microscope. The HCR stripped fish were kept separated in 1.5 ml tubes and underwent another round of HCR staining and imaging, beginning from the pre-hybridization step.

HCR data were registered onto the standard brain as previously described^28^ using Advanced Normalization Tools (ANTs)^71^. For the functional HCR experiments, where iterative HCR stainings were performed, each iteration was registered to the first iteration of the same animal. A total of 3 HCR rounds were performed on single animals without any noticeable morphological distortions or reduction of the endogenous fluorescence of the *Tg(elavl3:H2b-GCaMP6s)* used as the reference registration channel.

### HCR image registration

All HCR and immunostaining images were aligned onto the mapzebrain.org *Tg(elavl3:H2b-GCaMP6s)* standard brain^27,28^.

The ANTs registration command used was:

antsRegistration -d 3 --float 1 -o [${output1},${output2}] -- interpolation WelchWindowedSinc --use-histogram-matching 0 -r [${template},${input1},1] -t rigid[0.1] -m MI[${template},${input1},1,32,Regular,0.25] -c [200×200×200×0,1e-8,10] -- shrink-factors 12×8×4×2 --smoothing-sigmas 4×3×2×1vox -t Affine[0.1] -m MI[${template},${input1},1,32,Regular,0.25] -c [200×200×200×0,1e-8,10] -- shrink-factors 12×8×4×2 --smoothing-sigmas 4×3×2×1 -t SyN[0.01,6,0.0] -m CC[${template},${input1},1,2] -c [200×200×200×200×10,1e-7,10] --shrink- factors 12×8×4×2×1 --smoothing-sigmas 4×3×2×1×0 followed by applying the transformation files on the HCR image channels using the ANTs command:

antsApplyTransforms -d 3 -v 0 -- float -n WelchWindowedSinc -i ${input3} -r ${template} -o ${output4} -t ${output1}1Warp.nii.gz -t ${output1}0GenericAffine.mat

All the registered HCR data used in this study are publicly available through the *mapzebrain.org* atlas.

### Confocal imaging

HCR-labelled samples were embedded in 2% low-melting agarose in 1× DPBS (Dulbecco’s PBS) and imaged using an upright Zeiss LSM700 confocal scanning microscope with a 20× water immersion objective. The images were acquired with Zeiss ZEN 2012 SP1 software (Release Version 8.1.6.484). *z*-stacks, comprising 2 tiles (or 1 tile for functional HCR experiment), were taken and stitched to produce a final image with size of 1,039 × 1,931 pixel (463.97 × 862.29 µm, 1 µm in *z*).

### Pixel intensity quantification of HCR data

For each HCR-labelled gene, three larvae were imaged and registered as described above. A maximum intensity projection was generated for each image for planes z289–z291. Coronal sections were generated using the Fiji ‘reslice’ option^72^, and the maximum intensity projection was generated for planes x463–x465. ROIs spanning the SPV for both the transverse and coronal section were used to measure the pixel intensity profile using a custom Fiji macro. The data were analysed and plotted using R.

### Tissue localization of cell bodies with HCR signal

Cell centroids in the HCR data were manually labelled using napari points layer tool^73^, by examination of HCR signal together with the nuclear labelling of the *Tg(elavl3:H2b-GCaMP6s)*. For the functional imaged-HCR-labelled animals, the experimenter was blinded to the functional trace of the labelled centroids. For identifying co-labelled submarkers in *atf5b*- and *sp5l*-expressing cells, polygons were first manually drawn using napari around the cells expressing the main markers. The expression of submarkers were manually determined by labelling positive centroids within the main polygons. The centroids were then registered onto the standard brain using ANTs and the R package ANTsR. To define the molecular layers of the OT, the NNDs between centroids were measured in 3D using the R package spatstat^74^. The centroids were visualized using the R package Plotly, hierarchically clustered using complete linkage method implemented in the hclust function with default parameters, and plotted using the R package pheatmap^75^.

### Functional imaging of *Tg(elavl3:H2b-GCaMP6s)*

Two-photon functional calcium imaging was performed on 6–8 dpf *Tg(elavl3:H2b-GCaMP6s)* larvae that expresses a nuclear calcium indicator in all neurons, without paralysis or anaesthesia. The animals were embedded in 2% agarose and mounted onto the stage of a modified two-photon moveable objective microscope (MOM, Sutter Instrument, with resonant-galvo scanhead) with a 20× objective (Olympus XLUMPLFLN, NA 1.0). The data were acquired with ScanImage 5.6 software. Fish that drifted along the dorsoventral axis in the preparation were excluded from analysis. Volumetric imaging of the tectum was performed with a custom-built remote focusing arm^34^. Refocusing through the remote arm enabled rapid sequential imaging of 6 planes (512 × 512 pixels) spanning 60–100 µm of the tectum along the dorsoventral axis at 5 volumes per second. In each fish neuronal activity in the tectum was recorded over 2× 10-min sessions to cover the whole tectum, resulting in 12 imaging planes per fish in total. Laser power out of the objective ranged from 10 mW to 15 mW.

### Functional imaging of cell-type-specific transgenic lines

Animals were embedded and placed under a commercial two-photon laser scanning microscope (Femtonics) or custom-built two-photon microscope as described above^34,76^. Sequential single-plane imaging at either 5 fps (custom-built microscope) or between 1–1.5 fps (Femtonics) was performed at 4–10 different depths along the dorsoventral axis of the specimen for a 10-min session each, with the same stimulus set as detailed below. No anatomical stack for registration was acquired from these animals.

### Visual stimulation

Visual stimuli were designed with PsychoPy and projected by an LED projector (Texas Instruments, DLP Lightcrafter 4500, with 561 nm long-pass filter) from below onto Rosco Tough Rolux 3000 diffusive film water-immersed in a 10-cm petri dish. The embedded animal was placed into a 6 cm petri dish on top of the diffusive paper in the larger dish, with a spacer in between that ensured a water film between the diffusive paper and the smaller petri dish. The fish was placed at 12 mm distance from the projection screen. The fish head was manually centred in the imaging chamber, aided by projecting crosshairs on the screen. Stimuli were shown in a fixed sequence: gratings, dot motion (8×, see below for details), gratings, OFF ramp, ON ramp, looming (2×). All stimuli consisted of black features on a red background to not interfere with the green GCaMP6s fluorescence signal. Individual stimulus presentations were separated by 20 s inter-trial intervals, except for the two loom stimuli, for which a 1-min interval was used. The whole duration of the stimulus protocol was 10 min.

#### Moving gratings

Gratings moving caudo-rostrally with respect to the fish were shown once at the beginning and after the dot stimuli with 20 mm width and 2 Hz temporal frequency for 20 s.

#### Dot motion

A black dot moving on a circular trajectory (radius, 18 mm) was shown starting in front of the fish. The dot stimulus moved either in discrete jumps at 1.5 Hz or in a perceptually smooth displacement at 60.0 Hz (projector frame rate) with the same overall speed of 5 mm s^−1^ (15.9° s^−1^), resulting in a stimulus duration of 22.6 s. Each frequency was presented using a dot diameter of 4 mm (12.7°). Both clockwise and counter-clockwise presentations were shown, resulting in four different stimuli. The whole dot stimulus set was repeated twice in each session, so eight dot stimuli were shown in succession.

#### OFF/ON ramp

Whole-field luminance of the projected blank image was decreased to zero over the course of 2 s, and ramped up to normal background luminance within 2 s after 20 s delay.

#### Looming

A linearly disk was displayed with expansion from 0.6° to 110° in 83 ms centred below the fish.

### *z*-stack acquisition, registration and ROI matching

After each functional recording, a high-resolution 2-photon *z*-stack of a large subvolume of the brain, including the full midbrain region, was taken (1,024 × 1,024 pixels, 1 µm in *z*, 835 nm laser wavelength, plane averaging 100×). Each time series average of the 12 imaging planes were registered to this stack using the scikit-learn template matching algorithm. The 2-photon brain volume was then registered to the volume of the first round HCR confocal imaging as described in ‘HCR image registration’. To transform functional ROIs from 2-photon space into HCR space, ROI pixel coordinates were transformed first from imaging plane reference frame to 2-photon *z*-stack reference frame and finally to the first round HCR reference frame the by running the ANTs command antsApplyTransformsToPoints twice using the respective transformation matrices from each registration step. HCR cell centroid annotations from each round were transformed into the first round HCR reference frame, and all coordinates were used as seeds for generating 3 × 3 pixel volumes that were overlaid with registered functional ROI pixels. HCR centroids were assigned to a functional ROI based on the largest fractional overlap. Finally, all assigned as well as unassigned functional ROIs were transformed to the standard brain as described above.

### Analysis of two-photon imaging data

Suite2p^77^ was used for motion correction, ROI detection, ROI classification, and signal extraction (time constant tau = 7 s, diameter = 4 pixels). In detail, raw volume recording files were deinterleaved into individual time series for each imaging plane. Rigid and non-rigid motion correction was performed with suite2p on a low-pass filtered time series in *xy* (gaussian, sigma = 4). The motion-correction shifts were applied to the raw imaging time series. ROIs were detected on fivefold downsampled and motion-corrected time series and fluorescence traces were extracted using the average pixel intensities of ROIs over time. All functional ROIs were initially thresholded based on the built-in suite2p classification algorithm iscell and an anatomical tectal mask drawn in the standard brain (mapzebrain.org).

#### Response score

For each stimulus, a regressor was constructed by convolving a boxcar function with an exponential decay kernel that mimics the H2B::GCaMP6s off-kinetics. The resulting 8 regressors were separately fitted to the calcium trace of each functional ROI, using a linear regression model on the stimulus time window. The response score was calculated as the product of the regression coefficient (equivalent to d*F*/*F*) and the coefficient of determination *R*^2^. For clustering and dimensionality reduction (Fig. 5), the analysis included all functional ROIs that scored above the 95th percentile of the population response score for any of the visual stimuli. Response score vectors of all high-scoring neurons excluding any t-type positive ROIs (n = 7094) were scaled to unit variance and zero mean of the overall tectal population for subsequent analysis.

#### Hierarchical clustering and embedding

Functional clusters were identified in a two-step analysis: First, exemplars of the 7,094 high-scoring ROIs in 8-dimensional functional space were identified using affinity propagation (sklearn.cluster.AffinityPropagation, default parameters). Exemplars with less than 10 associated ROIs were excluded from subsequent analysis. The remaining 169 exemplars were clustered using hierarchical clustering (scipy.cluster.hierarchy.linkage, method=‘complete’, metric=‘correlation’; scipy.cluster.hierarchy.fcluster, criterion=‘maxclust’). In parallel, the 2-dimensional embedding for visualizing functional space was computed from the 8-dimensional response vectors of all high-scoring ROIs using UMAP (n_neighbors=25, min_dist=0.7, metric=‘euclidean’). Functional ROIs matched with HCR labels or functional ROIs from transgenic lines were transformed into the initial UMAP space by applying the UMAP transform function to their respective response vectors.

#### Anatomical overlap metric

3D coordinates of each t/f-subcluster that contained more than 10 ROIs were used to generate a gaussian kernel density estimate (KDE) with scipy.stats.gaussian_kde (bandwidth = 0.75). For computing pairwise overlap, the KDEs were sampled, normalized, and the minimum of the joint KDEs was taken at each point. The overlap metric is bounded from 0 to 1 (0 if no overlap, near 1 if the same). Controls were generated by shuffling t-type labels of all ROIs in the whole dataset.

#### t-type classification

Response scores of t-type+ ROIs were scaled to unit variance and zero mean. An SVM classifier (sklearn.svm.SVC, kernel=‘rbf’, gamma=‘scale’, C=1) was trained on 90% of all t-type+ response vectors and gene labels. To counter the uneven distribution of t-types, the training data were upsampled to 1,000 samples per t-type. Evaluation of the classifier performance was done on 10% holdout test data. This process was repeated 20 times with permutated training/test data splits. The same classification was performed with anatomical centroid positions of t-type+ ROIs as dependent variables as well as using both response vectors and anatomical positions. Each classification was run again with shuffled marker gene labels as a negative control.

### Generation of knock-in transgenic lines

The knock-in lines *Tg(sp5l:QF2)mpn421*, *Tg(atf5b:QF2)mpn423*, *Tg(itpr1b:QF2)mpn424* and *Tg(cort:QF2)mpn430* were generated by locus-specific insertions using CRISPR–Cas9 and the GeneWeld approach^78^. Guide RNA (gRNA) target sequences were identified using the CCTop tool^79^. The gRNA target sequences are: *atf5b*, 5′-ATTTGGACGTCATGCTCCAGAGG-3′; *cort*, 5′-GCCCCTGGAGTCCCGTCTGG-3′; *itpr1b*, 5′-CATCTGCTCCCTGTATGCGGAGG-3′; *sp5l*, 5′-AGGCTCGCAGCTCCCTTACGAGG-3′. Short homology sequences of 48 bp spanning the upstream and downstream of gRNA site were ordered as complementary oligonucleotides (MWG) and cloned into donor plasmids using the GoldenGATEway strategy^80^. Universal gRNAs (ugRNA)^78^ were introduced into the donor to release the insert from plasmid after injection. The order of components of all the donor constructs was the following: ugRNA, upstream homology arm, short GSG linker, T2A, QF2, polyA signal, downstream homology arm and second ugRNA (inverted). CRISPR–Cas9 ribonucleoprotein complex was prepared at a concentration of 1.5 μM as described before^4^. The gRNA was produced by annealing customized CRISPR RNA (crRNA) (IDT, Alt-R CRISPR–Cas9 crRNA) with *trans-*activating crRNA (tracrRNA) (IDT, 1072533) in annealing buffer (IDT, 11-05-01-12). The gRNA was incubated with Cas9 protein (IDT, 1081060) for 15 min at 37 °C and the donor plasmid was added to the injection mix, at a final concentration of 20 ng μl^−1^. The CRISPR–Cas9 mix was injected into *Tg(QUAS:epNTR-RFP)mpn165* embryos at the single-cell stage. Positive transient expressor fish were raised and screened at adulthood for germline transmission.

### Cellular tracing and morphology analysis

Single neurons were sparsely labelled either during the knock-in generation procedure in mosaic F_0_ animals, or by transiently microinjecting 12.5 ng μl^−1^ QUAS:eGFP-caax plasmid into the *Tg(atf5b:QF2)mpn423*, *Tg(cort:QF2)mpn430*, *Tg(itpr1b:QF2)mpn424* or *Tg(sp5l:QF2)mpn421* transgenic embryos at the single-cell stage. At 6 dpf the injected larvae were anaesthetized in a lethal dose of tricaine, fixed in 4% paraformaldehyde and immunostained with mouse anti-ERK1/2 (Cell Signaling Technology 4696S, 1:250 dilution) and Chicken anti-GFP (Invitrogen A10262, 1:250 dilution), according to a previously published protocol^27^.

Confocal imaging was performed as described above. Individual neurons were semi-automatically traced using the freeware NeuTube^81^, saved as SWC files and registered to the mapzebrain.org atlas using ANTs as described above and previously^27^.

The traced neurons were plotted using the R package natverse^82^ and manually clustered according to the projection terminals or neuropil stratification patterns. A matrix for the anatomical crossing areas for each neuron was generated with the standard brain atlas (mapzebrain.org), and the heat maps were plotted using the R package pheatmap^75^. Soma positions were used to generate a gaussian kernel density estimate using the R packages misc3d and oce^83^ and plotted using the R package rgl^84^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-08518-2.

## Supplementary information

Reporting Summary

Supplementary Table 1 Top differentially expressed genes per cluster.

Supplementary Table 2 List of IEGs excluded from the analysis.

## Data Availability

Single-cell RNA sequencing raw and processed data files are available through the NCBI Gene Expression Omnibus (GEO) under the accession number GSE269232. The two-photon calcium imaging data are accessible from 10.5281/zenodo.14146655 (ref. ^85^). All HCR registered images and neuronal tracings are available at https://mapzebrain.org.

# Supplementary material for: Transcriptomic neuron types vary topographically in function and morphology
**Source:** Nature. 2025 Feb 12;638(8052):1023–33. doi: 10.1038/s41586-024-08518-2
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zeiss ZEN 2012 SP1 Release Version 8.1.6.484, ScanImage 5.6                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Data analysis   | CellRanger-7.1.0<br>R version 4.4.1<br>R packages: Seurat 5.1.0, Harmony 1.2, DoubletFinder 2.0.4, harmony 1.2.0, Clustree 0.5.1, scclusteval 0.0.0.9, genesorteR 0.4.3, Monocle3 1.3.7, ANTsR 0.6.1, spatstat.sparse 3.1, pheatmap 1.0.12 plotly 4.10.4, natverse 0.2.4, oce 1.8-3, misc3d 0.9-1, rgl 1.3.1 and additional packages.<br>Python version 3.11<br>Python packages: Suite2p 0.14.4, scikit-image 0.22.0, scikit-learn 1.2.2, scipy 1.11.1, pandas 2.1.1, numpy 1.25.2, umap-learn 0.5.4, and additional packages.<br>The additional R and python packages are listed together with the deposited code.<br>ANTs 1.9<br>ImageJ 1.53c<br>NeuTube 1.0 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNA sequencing raw and processed data files are available through NCBI's Gene Expression Omnibus (GEO) under the accession number GSE269232. Two-photon calcium imaging data will be made publicly available upon publication. All HCR registered images and neuronal tracings are available at mapzebrain.org.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size for each of the single-cell RNA sequencing batches was limited to the number of animals that could be dissected within a two-hour time window. This limitation was implemented to prevent the effects of cell stress on RNA detection. Eleven dissection batches were performed, resulting in 45,766 sequenced cells, which corresponds to >7x coverage of cells in a single tectal hemisphere. For functional imaging analysis, a sample size of six animals was chosen to ensure sufficient statistical power and to balance with practical considerations when combined with subsequent HCR analysis. Neuronal morphology tracings were performed on 10-50 animals, depending on the gene of interest, and its labeling efficiency. |
| Data exclusions | No individual data points were excluded from the analysis. Animals damaged during the embedding or imaging were not analyzed further as described in the methods section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | For the scRNA-seq, Eleven dissection batches were performed on different days, with 20-25 OTs and TLs dissected during each batch. For functional imaging analysis, 3 animals were recorded each day, over two different recording days. The micro injections for neuronal morphology tracings were performed for 2-4 times per genes of interest, on different egg clutches. All replication attempts were successful.                                                                                                                                                                                                                                                                                                                                |
| Randomization   | Animals were randomly chosen from genetically similar clutches.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | For the scRNA-seq and functional imaging, the experimenters were not blinded to experimental conditions or genotype of the animals. The analysis of gene expression data and functional responses is done through computational methods, eliminating the possibility of subjective bias from researchers. For the manually labeled HCR positive neurons, the experimenter was blinded to the functional trace of the labeled centroids.                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

GFP polyclonal antibody, Invitrogen, Catalog number: A10262, Lot number: 2480084. 1:250 dilution.  
p44/42 MAPK (Erk1/2) (L34F12) mAb, Cell Signaling Technology, Catalog number: 4696S, Lot number: 0022. 1:250 dilution.

Validation

Previously validated for zebrafish use (see manufacturer's website and Kunst et al. 2019).

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The zebrafish lines used were: wild-type fish of the TL strain, Tg(elavl3:H2b-GCaMP6s)jff5, Tg(atf5b:QF2)mpn422, Tg(cort:QF2)mpn430, Tg(itpr1b:QF2)mpn423, Tg(sp5l:QF2)mpn421, and Tg(QUAS:GCaMP6s)mpn164. Animal ages were either 6 or 7 days post-fertilization (as specified in the methods).

Wild animals

No wild animals were used in the study.

Reporting on sex

The sex of the animals cannot be determined at this early age.

Field-collected samples

No field collected samples were used in the study.

Ethics oversight

Max Planck Society and the regional government of Upper Bavaria (Regierung von Oberbayern)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

NA

Novel plant genotypes

NA

Authentication

NA

How the deposited data were processed for this re-analysis (not part of the article)

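Droplet-based single-cell RNA sequencing of dissected optic tecta of zebrafish larvae was analysed in 11 batches, 4 from larvae at 6 dpf and 7 from larvae at 7 dpf. The authors made the deposited counts with CellRanger: reads were aligned to the GRCz11 genome, cell barcodes were called, and the number of UMIs per gene and barcode was deposited as raw counts without normalization. Technical replicas and additional sequencing runs of a batch had been combined by the authors before deposit, except for the 2 lanes of batch 11. Doublets were removed in each lane alone, and the cells of both lanes were then pooled as 1 batch. The filters on cells, the removal of doublets and the clustering that the paper describes are not part of the deposited counts and were carried out again. Genes were used under the names given with the counts, and no genome coordinates were used.

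The batches held between 5073733 and 88294858 UMIs, and the depth of a cell limits what a count of 0 can show. Shares of cells with a UMI were therefore set beside the share in microglia-like and erythrocyte-like cells, which should lack neuronal transcripts, and were also computed after thinning each cell to 1000 UMIs. Exact binomial intervals at the 95% level were given for part of the comparisons between shares of pooled cells, and they cover counting error only.

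Processing used R 4.3.3 with Seurat 5.3.0, Matrix 1.6.5 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9. The 42 immediate early genes of the list found in the counts were removed. Barcodes with 600 to 4000 genes, at most 7500 UMIs and at most 10% mitochondrial UMIs were kept, without cells in which *gng8*, *kiss1* or *crygm2d13* exceeded 0.5 on the log-normalized scale. The reading that a cell with either *gng8* or *kiss1* is left out was used, and cells with both as an alternative. DoubletFinder and Harmony are not installed, and the steps were rewritten from their published algorithms. The doublet score used 25 principal components, artificial doublets as 0.25 of the mixed cells and the nearest 0.01 of them, and in each lane the highest-scoring cells were removed at the paper's overall share (5931 doublets beside 45766 cells). Counts were normalized to 10000 per cell, 2000 variable features and 25 principal components were used, batches were corrected with theta 2, lambda 1, sigma 0.1 and 100 clusters, and Louvain clustering on 20 neighbours was run at resolutions of 0.6 for all cells, 1 for neurons and 1.2 for each arm. The manual splits of clusters in the paper were not repeated.

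Clusters of all cells were named from 92 class markers fixed before the data were examined. The limits of the naming rule (3 markers at 2 times the level of other cells, 1 among the 10 leading genes, and 5 of 8 neuronal markers at 0.5 times that level) were set after the marker levels of the rebuilt clusters had been seen, at a time when it was also seen that they give 14 neuron-like clusters. The rule that a tie between classes goes to the class with more leading genes was added after the endothelium-like cluster had first come out under another name. The paper's text does not give the rule by which poorly annotated neuronal clusters were removed, and a ratio of 2 between the shares of cells with *slc17a6a* or *slc17a6b* and with *gad1b* was fixed in its place. Rebuilt clusters of each arm were matched to the t-types through 30 genes per t-type in Supplementary Table 1, with at least 5 shared genes. Because cluster names and borders were rebuilt, differences from the paper in values per cluster can come from the clusters.

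The genes named in the text are all genes that the paper names for the sequencing experiment or for the in situ labelling of t-types, the genes listed first for the t-types in Supplementary Table 1 (in summaries), and, for the comparison of ages, up to 5 genes in each direction among those past the threshold in all neurons and without overlap between the batches of both ages, of which there were none. Batches and not cells were the replicates in all tests except that of cluster size against cluster stability, which permuted clusters. Co-expression was tested as the number of cells with both genes against the number expected from both shares within 5 strata of depth in each batch, by exact two-sided sign-flip tests over all 2048 sign patterns of the 11 batches, so that the smallest possible p is 0.000977. Adjustment for multiple tests was by Benjamini-Hochberg within each family at 0.05. Class shares were compared between ages by exact permutation over 330 splits, and between sequencers over 165. Gene expression was compared between ages on counts summed over the neurons of a batch, with the quasi-likelihood test of edgeR 4.0.16 (TMM normalization, filterByExpr, sequencer as covariate), and with DESeq2 1.42.0 as an alternative. Cluster stability was measured over 20 subsamples, fewer than in the paper, to keep the run time down. The number of genes specific to a cluster, and the count of other splits by genes at an unadjusted p under 0.05, were added after results had been seen.

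The procedures were tested on simulated data. In the test of co-expression, 36 pairs of 9 genes held 4 planted associations, all of which were recovered, and 0 of 32 other pairs were called. Among 406 pairs, 14 of 14 were recovered and 2 of 392 others called. Among 780 pairs, 0 of 10 were recovered, although all 10 had the right direction, and 0 of 770 others were called. An unadjusted p under 0.05 was reached by 1 of the 32, 38 of the 392 and 51 of the 770 other pairs. Counts at an unadjusted p thus include pairs without an association. That largest test came first, with weaker effects, and its failure led to the smaller tests with larger effects and more frequent genes, so the procedure is shown to recover strong effects in families of up to 406 pairs only. Each simulation held 37978 cells, while the excitatory and inhibitory arms held 16626 and 13354. Recovery of strong effects with fewer cells or rarer genes was not tested. The permutation test of cluster stability gave p under 0.05 in 3.33% of 300 datasets without a relation. For the comparison of ages, a planted log2 fold change of 1 was recovered for 6% of 200 genes in all neurons, 8.5% in the excitatory arm and 25% in the inhibitory arm.

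The alternatives covered the limits on genes, UMIs and mitochondrial share, the removal of doublets, the immediate early genes, the correction for batch, the number of principal components, the resolutions, the random seed, batch 10 left out, the ratio between the arms, the depth strata, the minimum of UMIs per gene, thinning, and, for the comparison of ages, the tool, the normalization, the filter, the sequencer and batch 8, whose labels disagree on age. The values of 1 of the named genes are not reported here, although it is part of the summaries over genes and pairs. The number of reads per cell was not analysed here, nor were pseudotime and the imaging experiments of the paper.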

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

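The tests of the sequencer for the immediate early genes, of the neuronal makeup of batch 6, of the median depth of batch 2 and of *crygm2d13* in batch 4 were chosen only after the results were seen. In 36 groups of batches of one age, the highest or lowest batch was set against the others by Dixon's test. In 8 of them 1 batch stood apart, where chance gives about 1 in 20 groups, or 1.8.

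Batch 2 stood apart from the other batches at 7 dpf in its microglia-like cells, which made up 3.33% of the kept cells against 0.177% to 0.718% in the others. The level of the microglia markers over all kept cells, which needs no clusters, was 35.8 UMIs per 10000 in batch 2 and 0.792 to 11.6 in the others, so that it was 3.07 times the highest of them. Among cells of 1000 to 3000 UMIs the share was 2.22% against 0.134% to 0.634%, 3.50 times the highest of the others. These values argue against the clusters, the batch correction and the depth of the cells as the source of the difference. Differences in dissection and dissociation between batches stay open, and no biological explanation was tested, since the batches of one age share their condition.

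Batch 6 stood apart from the other batches at 6 dpf in its progenitor-like cells, with 43.2% of the kept cells against 12.0% to 12.4%. The level of the progenitor markers over all kept cells was 69.0 UMIs per 10000 against 16.9 to 45.0, or 1.53 times the highest of the others, only just above the limit of 1.5 set for this test. Among cells of 1000 to 3000 UMIs the share was 26.5% against 6.92% to 13.8%, 1.92 times the highest. The clusters and the depth of the cells thus do not account for the whole difference. The part of the tissue that was dissected stays open and was not tested.

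The inhibitory arm of batch 6 held 15.6% of the kept cells, against 24.6% to 26.4% in the other batches at 6 dpf. Of the neuron-like cells of batch 6, 35.0% lay in the inhibitory arm, within the 29.0% to 35.5% of the others. The low share is therefore consistent with the larger number of progenitor-like cells in this batch, a hypothesis found and tested on the same data.

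Batch 8 stood apart from the other batches at 7 dpf in its radial glia-like cells, with 8.63% of the kept cells against 0.357% to 2.46%. The level of the radial glia markers was 72.3 UMIs per 10000 against 5.71 to 17.2, 4.2 times the highest of the others. Among cells of 1000 to 3000 UMIs the share was 9.26% against 0.364% to 2.77%, 3.34 times the highest. These values argue against the clusters and the depth of the cells. The labels of batch 8 disagree on its age, and the share lies within the 1.18% to 10.2% of the batches at 6 dpf, so that a wrong age label stays open, as does the dissection. Neither was tested.

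In batch 2, 18.3% of the barcodes held over 7500 UMIs, against 5.57% to 10.0% in the other batches at 7 dpf. The share of its barcodes over the same multiple of its own median was 10.2%, within the 2.56% to 10.9% of the others. Its median of 2260.5 UMIs per barcode was, however, below the 2381.5, 2624 and 2789 of batches 4, 11 and 12, in which at most 7.95% of the barcodes held over 7500 UMIs, and this argues against a deeper library as the whole source. No biological explanation was tested, and the source of the difference stays open.

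In batch 3, 8.31% of the barcodes held over 10% mitochondrial UMIs, against 0.219% to 3.10% in the other batches at 7 dpf. Among barcodes with at least 600 genes the share was 6.69% against 0.219% to 2.35%, which argues against shallow barcodes as the whole source. Damage to the cells during dissociation stays open and was not tested.

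The lens gene *crygm2d13* exceeded the limit in 13.3% of the barcodes of batch 5, against 0.0137% to 0.529% in the other batches at 6 dpf. Of the barcodes of batch 5 with *crygm2d13*, 90.5% carried a single UMI of it, and 90.4% of all its barcodes held a UMI of any crystallin gene, against 4.52% to 14.8% in the other batches. At least 5% crystallin UMIs were reached by 0.418% of the barcodes with *crygm2d13*, which argues against lens cells for nearly all of them. Free lens RNA in the cell suspension is a candidate source. In batch 4, 0.339% of the barcodes exceeded the limit, against 0 to 0.0597% in the other batches at 7 dpf, and 100% of its barcodes with *crygm2d13* carried a single UMI of it, on 11 barcodes. The filter on *crygm2d13* thus removed barcodes of batch 5 in which the gene may be free RNA.

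The immediate early genes, which the paper left out before its analysis, gave 2.69% ± 1.88 (SD, n = 11 batches) of the UMIs of neuron-like cells. Over all kept cells the share was 0.953% ± 0.440 in the 3 NovaSeq batches and 2.84% ± 1.56 in the 8 HiSeq batches (exact two-sided permutation test, p = 0.0727). It was 1.65% ± 0.862 in the 4 batches at 6 dpf and 2.71% ± 1.83 in the 7 batches at 7 dpf (exact two-sided permutation test, p = 0.318). With so few batches, the sequencer and the age cannot be told apart from differences between single batches. Induction of these genes by the dissection and dissociation, which the paper names as its reason to leave them out, stays open and was not tested.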

How the results depend on the processing

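The cluster correlation on specificity scores was chosen only after the result was seen, and the other alternatives were set beforehand. Of 552 alternative values of 73 results, 491 kept their direction and their side of the threshold or stayed within the spread, 52 moved and 9 reversed. For the values below that moved or reversed, the cause was not tested unless it is named. Of 182 alternative counts of the clusters in which a single named gene reached the level limit, 17 were classed as changed, 8 to fewer clusters and 9 to more. Not every shift of a count was classed as a change. The count ranged from 2 to 7 clusters for *atf5a*, from 1 to 4 for *etv1* and from 2 to 3 for *npb*.

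Between 36606 and 51769 cells were kept. Without upper limits on genes and UMIs the mean was 3794 UMIs per cell, by construction, since the deepest barcodes then stay in. Doublets numbered 0 where none were removed, and Scrublet's automatic threshold called 24 of 51769 cells, a share at which a caller has not worked. Between 18 and 24 clusters of all cells and between 27120 and 42075 neurons were found, and the arms fell into 23 to 35 excitatory and 30 to 38 inhibitory clusters, which stayed within the limits set for such counts.

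With 0.25 times the level of the highest cluster as the limit, 12 first-listed genes were found in 1 cluster, a stricter limit by construction. The median Jaccard index of the inhibitory clusters was 0.666 with subsamples of 60%. Spearman's rho of cluster size and stability in the excitatory arm was 0.0523 with random seed 1 (permutation p = 0.801), so that its sign rests on the seed. The median correlation between clusters was 0.844 in the excitatory and 0.736 in the inhibitory arm with 30 genes per cluster, 0.750 in the inhibitory arm with all variable features, and 0.143 and 0.000289 with specificity scores in place of cluster means.

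Among the pairs of genes used for imaging, 5 lay below expectation after thinning to 1000 UMIs and 11 with at least 2 UMIs per gene. Without batch 10, 0 lay below and 0 above at the adjusted threshold, while 5 and 3 had an unadjusted p under 0.05. With 10 batches the smallest possible p is 0.00195, which limits what can pass the adjustment. Among first-listed genes of the excitatory t-types, 153 pairs lay below expectation with at least 2 UMIs. Of the inhibitory pairs, 34 lay below and 9 above after thinning, 6 and 4 with at least 2 UMIs (140 and 26 at an unadjusted p under 0.05), and 0 and 0 without batch 10 (118 and 38 at an unadjusted p under 0.05). The ratios of *gad1b* with *slc17a6a* or *slc17a6b*, and of *atf5b* and *sp5l* with their partners, kept their direction under the alternatives run.

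No gene passed the threshold between ages in the main setting. DESeq2 called 73 genes in all neurons, 105 in the excitatory and 8 in the inhibitory arm. Without a filter on low counts 25, 64 and 169 genes were called, and RLE size factors gave 1 gene in all neurons. Without batch 8, whose labels disagree on age, 1 gene was called in all neurons and 3 in the excitatory arm. The count thus depends on the tool and the filter. Across the 11 fits that each left out one batch, 0 to 1 genes were called in all neurons, 0 to 3 in the excitatory arm and 0 to 2 in the inhibitory arm.

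The difference in the inhibitory arm's share between ages, 0.503 percentage points, was -0.828 without batch 8 and -5.36 in HiSeq batches alone, and between -2.38 and 2.95 with each batch left out in turn. It was -2.02 without batch 6, -1.91 without batch 11 and -2.38 without batch 12. The difference in progenitor-like cells ranged from -9.28 to 1.88 and that in neuron-like cells from -1.64 to 11.8, and both changed sign without batch 6 alone. The differences ranged from 5.52 to 10.6 for the excitatory arm and from -4.04 to -1.03 for radial glia-like cells, with a lowest adjusted p of 0.0952 in both. No paired analysis was possible because the ages share no batch numbers.

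The depth limits the comparisons of single cells. At a median of 1961 UMIs in neuron-like cells, a gene with no UMI in a cell may still be expressed in it. Thinning to 1000 UMIs changed the number of pairs below expectation from 67 to 34 in the inhibitory arm and from 88 to 85 in the excitatory arm. Among the genes used for imaging it changed from 2 to 5. The inhibitory pairs below expectation at an unadjusted p under 0.05 went from 137 to 134. These counts showed no common direction. The median ratio of observed to expected cells fell in each family, from 0.894 to 0.826, from 0.906 to 0.840 and from 0.917 to 0.824 in the same order. Pairs above expectation went from 23 to 9 and from 47 to 32 in the arms, and stayed at 1 among the genes used for imaging. The number of batches limits the comparison of ages, in which a planted log2 fold change of 1 was recovered for 6% of genes in all neurons.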

Differences from the paper's values

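The cluster correlation on specificity scores and the number of genes specific to a cluster are tests chosen only after the results were seen. Of 33 shares of cells with a gene in a t-type that Supplementary Table 1 gives, 21 were lower and 12 higher in the matched rebuilt cluster, with a median difference of -6.07 percentage points. The 8 pairs of values that follow differed by more than the spread between batches and by over 1.5 times. All 8 values were lower here. The values here are means over batches with at least 20 cells, while the paper's are shares of a t-type's cells. Pooled cells are thus the closer measure. By it, *FAT4* in e7 and *sp5l* in e12 were within these limits, as given below. Thinning to 1000 UMIs removes detections and lowered each of these shares from that of the pooled cells, so it was not counted among the alternatives for these values.

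In e6, the paper's share of cells with *etv1* is 62.4% and that in the matched cluster was 33.6% ± 12.8. Of the alternatives set before the data were examined, leaving the named genes out of the variable features (64.2%) closed the gap. Batch 10 left out (31.2%), pooled cells (39.9%) and resolutions of 1.0 (34.1%) and 1.4 (34.2%) did not. For *etv1* in e12 the values were the paper's 31.6% and 16.0% ± 5.98, and the named genes left out (27.7%) closed the gap, while batch 10 left out (15.9%), pooled cells (19.0%) and both resolutions (16.3% and 16.5%) did not.

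In e7, the paper's share with *FAT4* is 58.1% and the value here 38.6% ± 15.9. Pooled cells (49.2%) and the named genes left out (40.2%) brought it within the limits, and batch 10 left out (36.1%) and resolutions of 1.0 (37.4%) and 1.4 (38.3%) did not. In e12, the paper's share with *sp5l* is 25.5% and the value here 13.9% ± 9.46. Pooled cells (17.4%) and the named genes left out (20.3%) brought it within the limits, and batch 10 left out (14.0%) and both resolutions (14.2%) did not.

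In e17, the paper's shares are 77.1% with *atf5b*, 58.9% with *atf5a* and 35.4% with *cebpa*, and the values here were 42.9% ± 12.4, 30.6% ± 12.9 and 20.8% ± 6.82. Of the alternatives set before the data were examined, none of those that follow closed the gaps. For *atf5b* they gave 44.2% without batch 10, 44.2% with pooled cells and 26.7% at a resolution of 1.4. For *atf5a* they gave 28.6%, 36.4% and 18.1% in the same order, and for *cebpa* 22.4%, 20.6% and 11.4%. No cluster was matched to e17 at a resolution of 1.0 or with the named genes left out.

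In e19, the paper's share with *bhlhe23* is 36.5% and the value here 24.2% ± 11.1. Of the alternatives set before the data were examined, none of those that follow closed the gap, with 18.9% without batch 10, 23.3% with pooled cells, 16.7% and 16.1% at resolutions of 1.0 and 1.4, and 13.5% with the named genes left out.

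The paper states that nearly all clusters were poorly correlated with one another. The median correlation between rebuilt clusters was 0.795 in the excitatory and 0.559 in the inhibitory arm, and 0% and 26.5% of the pairs of clusters lay below 0.5. With specificity scores in place of cluster means, a setting chosen after seeing the values, the medians were 0.143 and 0.000289, with 90% and 98.7% of the pairs below 0.5. The paper ranked genes by a specificity score, and its text does not state which values were correlated. The medians on cluster means may thus be an unlike measure and do not contradict its statement.

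The paper states that clusters of few cells mostly had low stability scores. The 12 smaller excitatory clusters had a median Jaccard index of 0.716 and the 12 larger 0.639, and the 16 smaller inhibitory clusters 0.826 and the 16 larger 0.717. Spearman's rho of cluster size and stability was -0.0862 in the excitatory arm (permutation p = 0.680) and -0.126 in the inhibitory arm (permutation p = 0.484). The 2 smallest excitatory clusters, of 154 and 176 cells, had the lowest indices of their arm, 0.270 and 0.253, and the 2 smallest inhibitory clusters, of 107 and 120 cells, had 0.563 and 0.569. No relation over all clusters of an arm was detected.

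The paper describes *atf5b* as strong in e17 and weak in several other clusters, among them e6 and e14. In the matched clusters its level was 8.47 ± 4.44 UMIs per 10000 in e17 (SD, n = 6 batches), 7.75 ± 5.78 in e14 (n = 7) and 7.08 ± 3.68 in e6 (n = 7), which differ by less than the spread between batches. The clusters were not compared batch by batch, so a difference between them is not excluded. The e17-like cluster had a mean Jaccard index of 0.341, among the lowest of its arm. The level was 2.86 ± 1.87 in e21 (n = 7).

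The paper counts fewer types with a single exclusive marker gene than were found here by another measure, in which a gene of the matched t-type's list reaches 0.5 times its highest level in no other cluster. By it 37 t-types had such a gene at a limit of 0.5 and 24 at a limit of 0.25, among 54 matched clusters.

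The paper treats *bhlhe23* as a marker of excitatory neurons. Its level was 1.50 ± 0.418 UMIs per 10000 in the cluster matched to e19 (SD, n = 4 batches) and 1.15 ± 0.793 in the inhibitory cluster matched to i17 (n = 4). The e19-like cluster had the lowest mean Jaccard index of its arm, 0.253, against 0.844 for the i17-like cluster.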

Other observations

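The test of the doublet score among kept neurons, the test of free RNA for *bhlhe23* in an inhibitory cluster, and the count of other splits by genes at an unadjusted p under 0.05, were chosen only after the results were seen.

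The paper states that the genes it used for functional imaging largely exclude one another. Over all neurons, 36 pairs of these 9 genes were tested by exact sign-flip tests over the batches. Cells with both *INSM2* and *itpr1b* numbered 49 against 71.5 expected, a ratio of 0.685 (p = 0.000977, the smallest possible, adjusted p = 0.0352, below in 11 of 11 batches). Cells with *atf5b* and *esrrb* numbered 120 against 175, a ratio of 0.686 (adjusted p = 0.0469, below in 10 batches). At the adjusted threshold 2 pairs lay below expectation and 1 above, and 33 pairs did not differ from it. At an unadjusted p under 0.05, 5 pairs lay below and 3 above, among the latter *atf5b* with *ccka* (ratio 1.91, p = 0.0391, adjusted p = 0.186). No call remained without batch 10, where 5 and 3 pairs had an unadjusted p under 0.05 and fewer batches limit the smallest p.

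Neurons with UMIs of both *gad1b* and *slc17a6a* or *slc17a6b* were rarer than expected but present. Before doublets were removed, the doublet score of such neurons exceeded that of neurons of the same batch and depth with one of the genes by 0.0315 ± 0.0308 (SD, n = 10 batches, exact two-sided sign-flip test, p = 0.0137, higher in 9 of 10 batches). Among the neurons kept after the removal, the difference was -0.000906 ± 0.00963 (SD, n = 10 batches, exact two-sided sign-flip test, p = 0.771, higher in 4 of 10 batches). Since the removal takes the cells with the highest scores, this does not decide whether doublets remain among the kept neurons. The share of excitatory cells with *gad1b*, after thinning, was 0.834 times that in microglia-like and erythrocyte-like cells, which should lack it. Free RNA is a candidate source of these cells, and doublets that were not removed stay open. Neurons that use both transmitters were not tested.

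In the inhibitory cluster matched to i17, 12.6% of 278 cells held a UMI of *bhlhe23*, at a median of 2070 UMIs per cell. After thinning to 1000 UMIs the share was 6.35% (exact 95% binomial interval 3.67% to 10.1%, counting error only), against 0.232% (0.0633% to 0.593%) in radial glia-like, microglia-like, erythrocyte-like and endothelium-like cells, whose median was 1874 UMIs unthinned, and 0.513% (0.393% to 0.659%) in the other inhibitory clusters. Free RNA alone would give like shares in these cells, and these values argue against it. Over all neurons, cells with *bhlhe23* and *gad1b* were 0.784 times as frequent as their shares predict (exact sign-flip p = 0.0342, below in 9 of 11 batches), and those with *bhlhe23* and *slc17a6b* 1.19 times (exact sign-flip p = 0.110). Expression of *bhlhe23* in a group of inhibitory neurons is a hypothesis, since doublets within this cluster were not tested.

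Immediate early genes gave 4.92% ± 3.32 of the UMIs of oligodendrocyte lineage-like cells and 3.07% ± 1.87 of those of neuron-like cells in the same 9 batches (SD, exact two-sided sign-flip test, p = 0.0352, higher in 8 of 9 batches). A single gene of the list, *hsp90aa1.2*, gave 52.1% of these UMIs in oligodendrocyte lineage-like cells and 25.0% in neuron-like cells, so that the difference may come largely from this gene, which was singled out after its values were seen. A stress response to the dissociation was not tested.

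The paper pools larvae of 6 and 7 dpf. Between these ages, edgeR's quasi-likelihood test called 0 of 15716 genes in all neurons, 0 of 12907 in the excitatory arm and 0 of 9014 in the inhibitory arm, while 1453, 1357 and 618 genes had an unadjusted p under 0.05. With 0 calls, 100 of 100 drawn splits of the 11 batches gave as many in each of the 3 comparisons, which holds by construction. By the number of genes at an unadjusted p under 0.05, 14, 9 and 19 of the 100 splits gave as many as the real one. In simulated data, a planted log2 fold change of 2 was recovered for 88.5% of genes in all neurons, 89% in the excitatory arm and 85% in the inhibitory arm, so that changes of that size in many genes are unlikely to have been missed.

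The excitatory arm held 31.0% ± 6.71 of the kept cells at 6 dpf (SD, n = 4) and 39.6% ± 7.17 at 7 dpf (n = 7), a difference of 8.63 percentage points (exact two-sided permutation test, p = 0.0758, adjusted p = 0.379 over 5 classes). The other classes differed by less relative to their spread, with p of 0.942 for the inhibitory arm, 0.503 for neuron-like, 0.485 for progenitor-like and 0.215 for radial glia-like cells by the same exact test. Between sequencers, the inhibitory arm held 19.3% ± 7.92 in the 8 HiSeq batches and 34.6% ± 8.73 in the 3 NovaSeq batches (exact two-sided permutation test, p = 0.0364, adjusted p = 0.114).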
